# A BMP-controlled metabolic/epigenetic signaling cascade directs midfacial morphogenesis

**DOI:** 10.1172/JCI165787

**Published:** 2024-03-11

**Authors:** Jingwen Yang, Lingxin Zhu, Haichun Pan, Hiroki Ueharu, Masako Toda, Qian Yang, Shawn A. Hallett, Lorin E. Olson, Yuji Mishina

**Keywords:** Development, Therapeutics, Embryonic development, Mouse models

## Abstract

Craniofacial anomalies, especially midline facial defects, are among the most common birth defects in patients and are associated with increased mortality or require lifelong treatment. During mammalian embryogenesis, specific instructions arising at genetic, signaling, and metabolic levels are important for stem cell behaviors and fate determination, but how these functionally relevant mechanisms are coordinated to regulate craniofacial morphogenesis remain unknown. Here, we report that bone morphogenetic protein (BMP) signaling in cranial neural crest cells (CNCCs) is critical for glycolytic lactate production and subsequent epigenetic histone lactylation, thereby dictating craniofacial morphogenesis. Elevated BMP signaling in CNCCs through constitutively activated ACVR1 (ca-ACVR1) suppressed glycolytic activity and blocked lactate production via a p53-dependent process that resulted in severe midline facial defects. By modulating epigenetic remodeling, BMP signaling–dependent lactate generation drove histone lactylation levels to alter essential genes of *Pdgfra*, thus regulating CNCC behavior in vitro as well as in vivo. These findings define an axis wherein BMP signaling controls a metabolic/epigenetic cascade to direct craniofacial morphogenesis, thus providing a conceptual framework for understanding the interaction between genetic and metabolic cues operative during embryonic development. These findings indicate potential preventive strategies of congenital craniofacial birth defects via modulating metabolic-driven histone lactylation.

## Abstract 2

A BMP-controlled metabolic-epigenetic signaling cascade directs midfacial morphogenesis in mice.

## Introduction

Craniofacial anomalies, especially midline facial defects, are among the most common birth defects found in patient populations whose appearance are either associated with increased mortality or require lifelong treatment (1–3). The majority of craniofacial tissues are derived from cranial neural crest cells (CNCCs), which arise at the dorsal tip of the closing neural tube and migrate along stereotypical paths to populate craniofacial primordia (3, 4). Craniofacial morphogenesis governed by CNCCs involves a very complex series of events that requires a very high degree of coordination and precise timing of cellular delamination, migration, growth, and stem cell differentiation (3). Despite advances in human genome sequencing technologies, the causes of nearly 70% of all birth defects, including midline facial defects, remain unknown (3).

Histone posttranslational modifications (HTMs) are crucial epigenetic mechanisms regulating gene expression in various biological events. Cellular chromatin is composed of DNA and histones. Histones can undergo a wide range of HTMs, such as phosphorylation, methylation, acetylation, and other acylation modifications. HTMs regulate expression of genes involved in inflammation, cancer, embryonic development, cardiovascular diseases, kidney diseases, metabolic diseases, and neuropsychiatric disorders (5–7). Lactate-derived lactylation of histone lysine residues (histone lactylation) is a recently identified posttranslational modification that directly stimulates gene expression (8). Notably, histone lactylation has been reported to play a vital role in cancer, inflammation, and stem cell pluripotency (9–12). However, the potential function of histone lactylation in embryonic development remains unknown.

Bone morphogenetic protein (BMP) signaling is highly conserved across many species and is important in regulating embryogenesis, skeletal development, and the maintenance of adult-tissue homeostasis (13–16). However, the potential contribution of BMP signaling to midline facial morphogenesis remains undefined. Interestingly, recent studies have demonstrated that shifts in carbon metabolism play essential roles in regulating cellular function during embryogenesis (17, 18). New evidence suggests that the intermediate metabolites, including acetyl–coenzyme A (acetyl-CoA), α-ketoglutarate (α-KG), and lactate, can directly determine cell fate and function via epigenetically modifying histone acetylation, histone and DNA demethylation, or histone lactylation (8, 19, 20). The possibility that BMP signaling functionally integrates genetic and metabolic cues to affect CNCC development — in vitro or in vivo — remains unexplored. Herein, we demonstrate that BMP signaling unexpectedly contributes to midline facial morphogenesis by modulating a p53-dependent control of glycolytic lactate production that in turn regulates histone lactylation levels to alter essential genes of *Pdgfra*. Our findings here define an axis wherein BMP signaling controls a metabolic/epigenetic transcascade to direct craniofacial morphogenesis, thus providing a conceptual framework for understanding the interaction between genetic and metabolic cues operative during embryonic development. Importantly, manipulation of this metabolic-driven histone lactylation prevents congenital craniofacial deformities and offers what we believe to be a unique opportunity for the prevention of craniofacial malformations.

## Results

### Elevated BMP/Smad signaling in CNCCs elicits drastic midline facial defects.

Midfacial morphogenesis depends upon the growth and fusion of several tissue rudiments, including the frontonasal prominence (FNP) and both the paired lateral and medial nasal processes (LNP and MNP, respectively), with merging of the MNP processes giving rise to midline facial structures (3, 21) (Figure 1A). As *Noggin* loss-of-function mutations, which potentially lead to enhanced BMP signaling, induce bifid nasal pits in humans (22), we first examined the dynamic activation and distribution of pSmad1/5/9 in the FNP, MNP, and LNP regions during normal midfacial development. pSmad1/5/9 was barely detected in the FNP at E9.5, but at E10.5, was preferentially localized to the distal tips of MNP and LNP mesenchyme rather than the ventral section of the MNP (Figure 1A). Then, at E11.5, pSmad1/5/9 was mainly distributed in the lateral regions of the LNP mesenchyme, where it seemed weaker than that at E10.5 (Figure 1A). These results suggest that BMP/Smad signaling is precisely regulated in a temporospatial manner during development of the midfacial structures.

Previous lineage studies have revealed that migrating CNCCs make up the majority of mesenchymal cell populations found within MNP and LNP (21, 23). While the expression of constitutively activated *Bmpr1a* in CNCCs did not affect overt midfacial structures (24–26), we sought to define the in vivo impact of increased BMP/Smad signaling via ACVR1, another type I BMP receptor, on midfacial morphogenesis. To this end, we generated a transgenic mouse model with a floxed constitutively activated *Acvr1* allele (line A11, ca-*Acvr1(A11)*) (27) and crossed it with *P0-Cre* (28) to enhance BMP/Smad signaling in a neural crest–specific manner. Unexpectedly, we found that over 85% of the ca-*Acvr1(A11)* mutants (ca-*Acvr1(A11)^fl/+^;P0-Cre*) displayed drastic midline facial defects, including a midline facial cleft, missing primary palate, bifurcated nasal septum, and short snout (Figure 1, B and C, and Supplemental Figure 1, A–C; supplemental material available online with this article; https://doi.org/10.1172/JCI165787DS1). At midgestation, ca-*Acvr1(A11)* mutants lacked the philtrum and the primary palate (Figure 1C and Supplemental Figure 1B), both of which are derived from the MNP (3). At E18.5, whole-mount skeletal staining showed that ca-*Acvr1(A11)* mutant embryos exhibited malformation of the midline facial clefts and neural crest–derived structures, such as premaxilla, basisphenoid, and alisphenoid (Figure 1D). None of the ca-*Acvr1(A11)* mutants with facial clefts survived beyond perinatal stages. We were also able to recapitulate the midline facial defects phenotype in mice carrying another neural crest–specific Cre driver, *Wnt1-Cre* (ca-*Acvr1[A11]^fl/+^;Wnt1-Cre*; Supplemental Figure 1D). Together with the fact that transgenic mice with increased BMP/Smad signaling in the epithelium (ca-*Acvr1; K14-Cre*) showed a normal midline facial structure (29), our results suggest that BMP/Smad signaling in the mesenchyme, but not the epithelium, is critical for the midline facial cleft phenotype.

In monitoring the morphological differences observed at early stages when MNP and LNP are formed (3), we noted that morphological differences first became visible at E10.5 when the MNP and LNP in ca-*Acvr1(A11)* mutants were smaller and the gap between processes was larger in mutant embryos compared with controls (Figure 1E), while the gross craniofacial morphology was comparable between control and mutants at E8.5, E9.0, E9.5, and E10.0 (Figure 1E). Phenotypic differences became more obvious at E11.5 and E12.5, as the MNP merged in control embryos but remained separated in ca-*Acvr1(A11)* mutants (Figure 1E). As expected, *Acvr1* mRNA expression was increased in the NPs of ca-*Acvr1(A11)* mutants (Figure 1F) with elevated pSmad1/5/9 levels (Figure 1, G and H, and Supplemental Figure 1E). However, noncanonical BMP signaling pathways, including pERK, pJNK, pP38 MAPK, and pTAK1, were unaffected in the nasal process (NP) tissues of ca*-Acvr1(A11)* mutants (Supplemental Figure 1F). Suppressing BMP/Smad signaling using a suboptimal dose of LDN193189, a specific inhibitor of the type I BMP receptor (30), alleviated the facial clefts observed in ca-*Acvr1(A11)* mutants (Supplemental Figure 1, G and H). Of note, a single injection of LDN193189 at E10.75 and E11.25 rescued more ca-*Acvr1(A11)* mutants than when injected at other stages (Supplemental Figure 1I), suggesting E10.5–E11.5 are the most vulnerable stages for the midline facial cleft phenotype.

Next, we analyzed cell proliferation and apoptosis in developing CNCCs as well as their derivatives in NP tissues. Strikingly, cell proliferation was significantly decreased, as assessed by pH3 staining, while the number of TUNEL-positive apoptotic cells was increased in mesenchymal cells of mutant MNP and LNP compared with controls at E11.5 (Figure 1I). In contrast, epithelial cell proliferation and apoptosis were not affected in mutants (analysis data not shown). A similar trend was found for cell proliferation and apoptosis in the mesenchyme of mutant FNP tissues at E9.5 (Supplemental Figure 2A), but CNCC proliferation and apoptosis were unaltered in mutants at E8.5 and E9.0 (Supplemental Figure 2B). BMP signaling plays important roles in chondrogenic, osteogenic, and neurogenic differentiation of stem cells (31). However, the distribution of the osteogenic marker Osx, the chondrogenic marker Sox9, and the sensory neuronal marker Neurofilament did not show overt changes in ca-*Acvr1(A11)* NP tissues at E11.5 (Supplemental Figure 2C), suggesting that CNCC differentiation was not significantly altered in ca-*Acvr1(A11)* mutants.

We further traced the migration of CNCCs by introducing the *R26R^Td-Tomato^* reporter allele (32) in both control and ca-*Acvr1(A11)* mutants. Both *R26R^Td-Tomato^* reporter signal distribution and neural crest–marker genes (*Sox10* and *Ap2*α) were comparable in mutant and control embryos at E8.5 (Supplemental Figure 2, D and E), indicating normal neural crest formation. Although CNCC migration to destination sites was comparable between mutants and controls at E11.5 and E9.5 (Supplemental Figure 2D), more *R26R^Td-Tomato^*–positive cells were located in the dorsal portion of mutant heads than in controls at E9.0 (Figure 1J), suggesting the retarded migration of mutant CNCCs. To assess migration defects ex vivo, explant cultures were established from the cranial neural tubes of mutant and control embryos at E8.5 in the presence of mitomycin C to block proliferative responses (33). The mutant explant cultures exhibited a significantly decreased migratory response for mutant CNCCs relative to controls (Figure 1K). Similarly, we found that the migration distance was significantly reduced in primary CNCCs isolated from the NP tissues (NP cells) from ca-*Acvr1(A11)* embryos compared with controls (Figure 1L). Together, these results indicate that elevated BMP/Smad signaling via constitutively activated ACVR1 in CNCCs causes drastic midline facial defects with reduced growth and retarded CNCC migration.

### Enhanced BMP/Smad signaling suppresses glycolytic lactate production and histone lactylation in CNCCs during midline facial development.

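Bulk RNA-Seq was performed on nasal process (NP) tissues of E11.5 embryos, and 4 libraries were analyzed here, 2 titled control and 2 titled ca-*Acvr1(A11)* mutant. The paper's legend of Supplemental Figure 3A gives n = 3. The libraries were made with Lexogen's QuantSeq kit, which primes at the poly(A) tail, so that reads fall near the 3′ end of a transcript and do not grow in number with its length. The sample labels contradict each other on the groups, since the genotype entered for the libraries titled control carries the transgene and the one entered for the libraries titled mutant is *P0-Cre* alone. The groups are named here by the titles, and each direction given would be the opposite if the genotype entries were right. *Acvr1*, the gene the transgene encodes, was at 21.5 and 23.1 CPM in the control libraries and at 24.1 and 12.6 CPM in the ca-*Acvr1(A11)* libraries, a difference within the spread of the replicates that does not settle the direction (log2 fold change −0.33, standard error 0.28, adjusted p = 0.786 from limma). The paper's name of the transgene lists EGFP after ACVR1, so reads near its 3′ end may not fall on *Acvr1*. The check may therefore be unable to see the transgene. By RNAscope the paper reports more *Acvr1* mRNA in mutant NP tissues.

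The authors deposited CPM values (reads on a gene scaled to the total of its library) for 13577 genes, with the symbol, Entrez number and chromosome of each. The paper names the sequencing platform and the pathway tool. Its text does not name the aligner, the annotation or a test specific to the differential expression of these libraries. Within a library nearly all values were whole multiples of 1 step, the value of 1 read. From this step the number of reads behind each value was recovered. A deposited value that was not a whole multiple was rounded to a whole number of reads. Tests on the recovered reads therefore rest on the deposited values, except where the nearest whole-read values are named. The library totals were 1956831 and 2252586 reads in the control group and 2408827 and 2137027 reads in the ca-*Acvr1(A11)* group, so that 1 read was worth between 0.415 and 0.511 CPM and a gene near 1 CPM rests on very few reads. The genes listed hold from 97.15% to 97.31% of these totals.

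Of the 54308 values, 99.921% were whole numbers of reads. The other 43 values, in 22 genes, were not, and 42 of them lay a whole number of CPM away from a whole-read value with the same decimals, by an amount under 10 CPM or a multiple of 10 CPM. Random decimals gave 0.324 such values on average and at most 3 in 1000 draws. Of the 22 genes, 20 are named in the paper. All values are given as deposited, and for these genes also with the nearest whole-read value in place of each of the 42, an alternative chosen after the values had been seen. Here nearest means the closest whole-read value with the same decimals, which lay from 1 to 400 CPM away.

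Fold changes were estimated with limma on log2(CPM + 1) for the 12462 genes with a mean above 1 CPM, with Benjamini-Hochberg adjustment. On this scale the change of a gene with few reads is understated. With 2 libraries against 2, an exact permutation test cannot give a p under 0.333, so single genes rest on the spread that limma estimates across all genes.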

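At an adjusted p under 0.05 from limma, 38 genes were higher and 74 were lower in the ca-*Acvr1(A11)* libraries (n = 2 per group). Without the adjustment for multiple testing, 676 genes were higher and 514 were lower in limma, and 481 and 534 in edgeR's quasi-likelihood test on the recovered reads, the largest counts of the settings run. With the adjustment, the edgeR test, which covered 10168 genes, called 39 higher and 92 lower. With the nearest whole-read values 38 genes were higher and 64 lower, and all 102 were among the 112.

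The largest increase in log2 fold change among the genes called was that of *Eda2r* (Entrez 245527), from 3.28 ± 1.02 CPM (SD, n = 2) in control to 34.1 ± 5.83 CPM (SD, n = 2) in ca-*Acvr1(A11)* libraries, a log2 fold change of 3.05 (standard error 0.31, adjusted p = 7.72e-07 from limma). *Cdkn1a* (Entrez 12575), on chromosome 17 from 29090976 to 29100727 in the GENCODE annotation of GRCm38, rose from 30.8 ± 2.32 to 177 ± 18.0 CPM (SD, n = 2 each), with a log2 fold change of 2.48 (standard error 0.17, adjusted p = 1.46e-10 from limma). The other 3 of the 5 increases with the smallest p were those of *Ccng1*, *Arap2* and *Zmat3*, with log2 fold changes of 1.98, 1.93 and 1.06. Among the decreases, *Col1a2* (Entrez 12843) went from 579 ± 54.4 to 243 ± 4.04 CPM (SD, n = 2 each), a log2 fold change of −1.25 (standard error 0.14, adjusted p = 1.75e-06 from limma). The other 4 decreases with the smallest p were those of *Slc2a1*, *Pdgfra*, *Aldoa* and *Pkm*, each with values that are not whole reads. The values of *Col1a2* and of the 5 genes that rose are all whole reads.

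**Figure D1:**
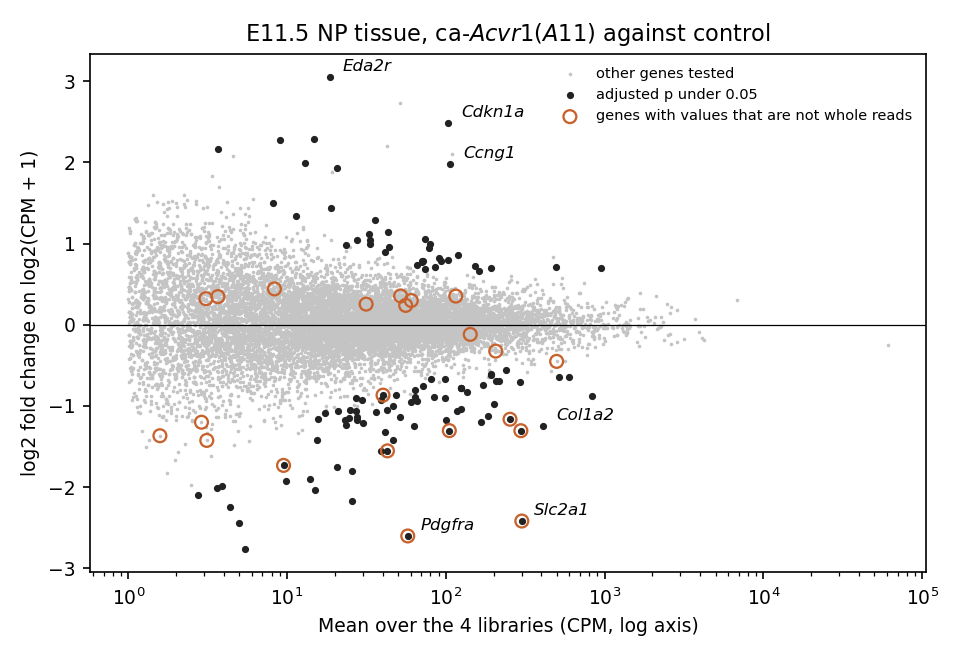
Log2 fold change on log2(CPM + 1) against the mean over the 4 libraries in CPM on a log axis, 1 point per gene tested, for ca-*Acvr1(A11)* against control. Black points are the 112 genes with an adjusted p under 0.05 from limma, and open circles mark the 22 genes with values that are not whole reads.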

To explore downstream mechanisms of how BMP/Smad signaling is involved in midfacial development, we next set up bulk RNA-Seq replicates on NP tissues from E11.5 control and ca-*Acvr1(A11)* mutants and found 131 upregulated genes and 410 downregulated genes in ca-*Acvr1(A11)* mutants. The initial Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis results showed that metabolic pathways are the second top signaling pathways affected in ca-*Acvr1(A11)* mutants following the PI3K/AKT signaling pathway. 

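Metabolic genes were examined in these libraries with lists compiled by hand before the data were examined, since KEGG's own lists were not used here. Of the 27 genes of the glycolysis list that were tested, 5 were called lower, where 0.243 would be expected from the share of calls among all genes (Fisher's exact test, two-sided, adjusted p = 1.29e-05 over 7 lists). These were *Slc2a1*, *Aldoa*, *Pkm*, *Hk2* and *Slc2a4*, and each has values that are not whole reads. With limma none of the 27 was called on the nearest whole-read values, and with edgeR's quasi-likelihood test 1 was, *Hk2*, which was higher in the ca-*Acvr1(A11)* libraries (log2 fold change 0.65, adjusted p = 0.0454). At an unadjusted p under 0.05 from limma those values gave 6 genes higher and 1 lower.

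*Slc2a1* (Entrez 20525), which encodes the glucose transporter GLUT1, lies on chromosome 4 of GRCm38 from 119108711 to 119137983. Its deposited values were 507 ± 43.5 CPM (SD, n = 2) in control and 94.1 ± 6.24 CPM (SD, n = 2) in ca-*Acvr1(A11)* libraries, with a log2 fold change of −2.42 (standard error 0.14, adjusted p = 8.19e-12 from limma). Its nearest whole-read values were 207 ± 43.5 and 294 ± 6.24 CPM (SD, n = 2 each), with a log2 fold change of 0.52 (standard error 0.15, adjusted p = 0.133 from limma and 0.141 from edgeR). For *Hk2* (Entrez 15277) the deposited values gave a log2 fold change of −1.30 (adjusted p = 8.05e-05 from limma) and the whole-read values 0.69 (adjusted p = 0.0513 from limma). The corresponding pairs were −1.31 and 0.30 for *Aldoa*, −1.16 and 0.06 for *Pkm* and −1.73 and −0.10 for *Slc2a4*. For *Pkm* only 1 library of each group has a value that is not a whole read, and its replicates then lay far apart, at 251 ± 148 and 256 ± 136 CPM (SD, n = 2 each) against 351 ± 6.80 and 156 ± 5.65 CPM (SD, n = 2 each) as deposited, so that its standard error rose from 0.14 to 0.27. *Ldha* (Entrez 16828), whose values are whole reads, was at 1955.7 and 1714.9 CPM in control and 2051.2 and 2672.4 CPM in ca-*Acvr1(A11)* libraries, a log2 fold change of 0.35 that did not pass the threshold (adjusted p = 0.448 from limma).

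The median log2 fold change of the glycolysis list was 0.06, with 14 genes higher and 13 lower. limma's camera, with its preset correlation of 0.01, ranked the list lower than the other genes (adjusted p = 0.00175 over 17 lists). limma's fry did not call it (adjusted p = 0.108), and in this setting none of the 17 lists passed the threshold under fry. With the nearest whole-read values the median was 0.20 and camera did not call the list (adjusted p = 0.570 from limma, and from 0.00192 to 0.872 over all alternatives). The median also depended on single libraries, at −0.13 without control replicate 2 and −0.33 without ca-*Acvr1(A11)* replicate 2. The medians of the tricarboxylic acid cycle list and the pentose phosphate list were 0.04 and 0.12, and neither was called (adjusted p = 0.997 and 0.574 from limma's camera). With each library left out in turn, the first ranged from −0.06 to 0.11 and the second from −0.01 to 0.08. The oxidative phosphorylation list had a median of −0.08, with 58 of 72 genes lower (adjusted p = 0.00218 from limma's camera and 0.494 from limma's fry), and it was −0.18 without control replicate 1 and −0.02 without control replicate 2. In the main setting none of the genes of these 3 lists was called, and 8 had an unadjusted p under 0.05. RLE scaling, TMM scaling and edgeR's quasi-likelihood and exact tests each called 1 gene of the oxidative phosphorylation list.

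Among the 831 Reactome sets with at least 10 genes tested, Metabolism held 9 of the 112 genes called, where 9.57 would be expected, and ranked 5 by the number of genes called (adjusted p = 1 from Fisher's exact test, two-sided). Of these 9 genes, 5 have values that are not whole reads. The smaller set Glycolysis held 3 called genes of 23, all lower and all with such values (adjusted p = 0.0203 from Fisher's exact test, two-sided), and 0 with the nearest whole-read values. From its own ranking of KEGG pathways in these data, the paper turned to metabolic pathways, and reasons that embryonic cells shift their metabolism to support growth and motility.

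**Figure D2:**
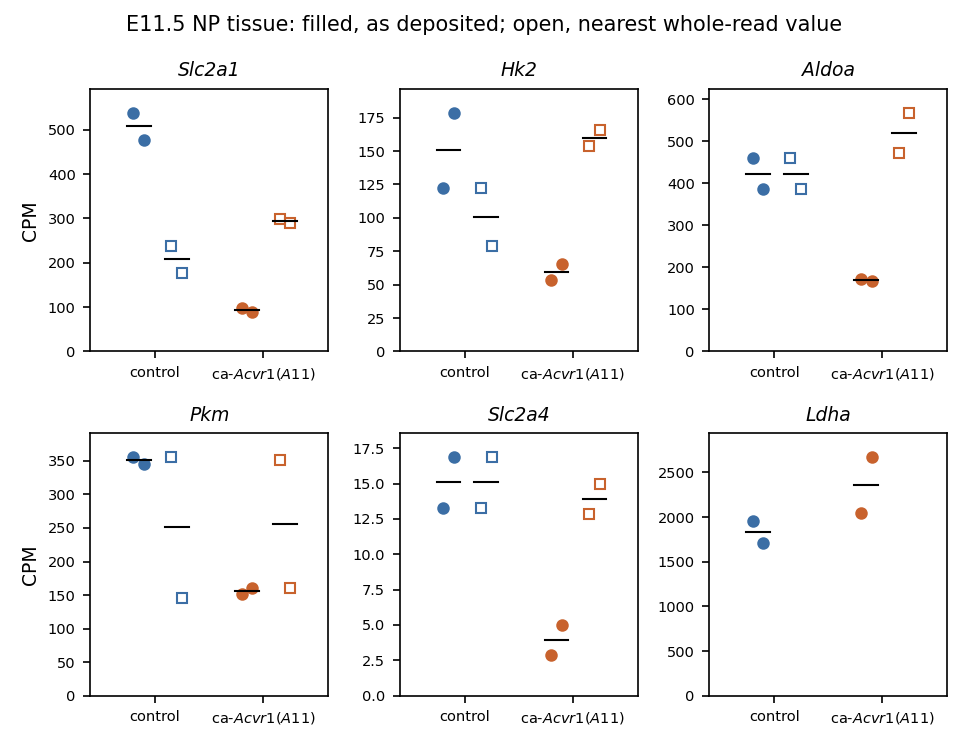
CPM of 6 glycolysis genes in the 2 control and 2 ca-*Acvr1(A11)* libraries, 1 point per library and a line at each mean. Filled circles are deposited values and open squares the nearest whole-read values, and for *Slc2a1*, *Hk2* and *Aldoa* the mean of the ca-*Acvr1(A11)* libraries lies below that of the controls in the first and above it in the second.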

The other gene groups affected are focal adhesion/cytoskeleton and the MAPK signaling pathway following metabolic pathways (Supplemental Figure 3A). Among them, we focused on metabolic pathways because during development, embryonic cells shift their metabolism to meet the energy and signaling requirements necessary to support cell growth and motility (17, 34, 35). 

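Lists for the PI3K/AKT, focal adhesion and MAPK pathways were tested in the same way. The PI3K/AKT list held 12 called genes among 227 tested, where 2.04 would be expected (Fisher's exact test, two-sided, adjusted p = 6.2e-06), 4 of them higher and 8 lower. The 3 with the smallest p were *Cdkn1a*, *Pdgfra* and *Col1a2*. The focal adhesion list held 8 called genes among 158, against 1.42 expected (Fisher's exact test, two-sided, adjusted p = 0.000203), and all 8 are also in the PI3K/AKT list. The MAPK list held 4 among 216, against 1.94 expected, and did not pass the threshold (Fisher's exact test, two-sided, adjusted p = 0.227), except with the calls that DESeq2 made on the recovered reads (3 genes, adjusted p = 0.0485). The called genes of each list included *Pdgfra* and *Pdgfrb*, whose values are not all whole reads. The 3 lists under the nearest whole-read values held the same numbers of called genes.

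The median log2 fold changes of the 3 lists were 0.05, 0.02 and 0.06, and limma's camera called none of them (adjusted p = 0.997, 0.446 and 0.578). limma's fry called the focal adhesion list with a pseudocount of 0.1 (adjusted p = 0.0155), without a filter (0.0259) and without the 22 genes (0.0480), and the PI3K/AKT list without a filter (0.00458), and it called neither in the main setting (0.0861 and 0.162). The sign of the focal adhesion median changed under other scalings, as with the upper quartile (−0.02). *Pdgfa* (Entrez 18590), the ligand of PDGFRα, was called in all 3 lists and rose from 85.2 ± 13.2 to 154 ± 3.76 CPM (SD, n = 2 each), a log2 fold change of 0.86 (standard error 0.16, adjusted p = 0.00321 from limma). Of the Reactome sets, 48 passed the threshold, and the smallest p belonged to non-integrin membrane and extracellular matrix interactions with 8 of 44 genes called (adjusted p = 3.72e-06 from Fisher's exact test, two-sided), followed by extracellular matrix organization with 12 of 174. No gene called in these 2 sets has values that are not whole reads. Of the 12 genes called in extracellular matrix organization 9 were lower, and a lower share of mesenchyme in the tissue was not excluded as a contribution.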

Quantitative reverse-transcription PCR (qRT-PCR) data confirmed that the majority of genes related to glycolysis are significantly downregulated in mutant NP tissues at E10.5 (from glucose transporters to enzymes to generate pyruvate; Supplemental Figure 3B). Because of a complementary body of literature linking BMP signaling to metabolic control in other cell systems (16, 36–38), we performed metabolomic analyses of carbon metabolism, including glycolysis, TCA cycle, and pentose phosphate pathway (PPP), in control and ca-*Acvr1(A11)* NP cells by liquid chromatography–mass spectrometry (LC-MS). Notably, metabolites of the glycolytic pathway (i.e., pyruvate, lactate, etc.) were among the most significantly decreased in ca-*Acvr1(A11)* mutants (Figure 2A), while metabolites of the TCA cycle (i.e., acetyl-CoA, citrate, isocitrate, etc.) and the PPP (6-phosphogluconic acid [6-PGA], NAD^+^, NADP^+^, etc.) were only modestly decreased (Figure 2A). Therefore, we focused on the glycolytic pathway in this study. By monitoring glucose uptake and lactate levels dynamically, we confirmed that glucose uptake and lactate levels were decreased in ca-*Acvr1(A11)* mutant NP cells and NP tissues, respectively (Supplemental Figure 3C and Figure 2B), findings consistent with the decreased uptake of the fluorescent glucose analog 2-NBDG in ca-*Acvr1(A11)* NP tissues (Figure 2C). Further, primary NP cells from ca-*Acvr1(A11)* mutants displayed a significantly lower extracellular acidification rate (ECAR) and glycolytic reserve (the difference between the maximum glycolytic capacity and the basal glycolytic rate) than control NP cells (Figure 2D), suggesting reduced glycolytic activity in mutant cells. In contrast, the oxygen consumption rate (OCR), mitochondrial DNA copy number, mitochondria amount, and levels of complexes involved in oxidative phosphorylation (OXPHOS) were unaffected in ca-*Acvr1(A11)* mutants (Supplemental Figure 3, D–G). Consistent with the metabolic data and decreased gene expression, ca-*Acvr1(A11)* mutant NP tissues exhibited remarkably decreased protein levels of key mediators of glycolysis, such as solute carrier family 2 member 1 (Slc2a1), Slc2a4, hexokinase-1 (Hk1), and Hk2 (Figure 2, E and F). Of note, decreases in protein levels and gene expression of key mediators of glycolysis were detected as early as E9 (Supplemental Figure 3, H and I), a time point when cell proliferation and apoptosis were not yet altered in ca-*Acvr1(A11)* mutant embryos (Supplemental Figure 2B). To substantiate the role of BMP signaling in regulating histone lactylation, we stimulated the O9-1 CNCC cell line (39) with BMP7. The results showed that enhanced BMP signaling via BMP7 treatment suppressed glycolytic gene expression and the ECAR level, while the OCR level and protein levels of the main OXPHOS complexes were unaltered (Supplemental Figure 3, J–M).

In addition to providing fuel for metabolic activity, glycolysis leads to the production of metabolites that can modify transcriptional responses (8, 10, 19, 20). Acetyl-CoA and α-KG have been found to regulate the epigenome via histone acetylation and demethylation, respectively, thereby affecting cell-fate determination (19, 20). Recently, lactate-mediated histone lactylation has been reported as a new epigenetic modification linking glucose metabolism to gene expression (8). Therefore, the decreases observed in CNCC acetyl-CoA, α-KG, and lactate levels after BMP activation (Figure 2A) prompted us to test to determine whether BMP signaling affects epigenetic changes during CNCC growth/migration and midline facial development. In this regard, the protein levels of histone lactylation markers, including lactylated lysine/K (Pan-Kla) and H3K18la, were decreased significantly in ca-*Acvr1(A11)* NP tissues at E11.5 (Figure 2G), while histone methylation markers (H3K9me3 and H3K27me3) and acetylation markers (H3K9Ac, H3K14Ac, H3K18Ac, H3K27Ac, and Pan-Kac) were unaltered (Supplemental Figure 4A). The reductions in both Pan-Kla and H3K18la in mesenchymal cells of ca-*Acvr1(A11)* NP tissues were confirmed by immunostaining (Figure 2H). As predicted, BMP7 treatment significantly decreased the protein abundance of Pan-Kla and H3K18la in O9-1 cells (Figure 2I). In vivo administration of LDN193189 potentiated the expression of glycolytic mediators, lactate levels, Pan-Kla, and H3K18la levels in NP tissues of ca-*Acvr1(A11)* mutants (Supplemental Figure 4, B–D). Hence, enhanced BMP/Smad signaling negatively regulates glycolytic lactate production and histone lactylation in CNCCs during midfacial development.

### Recovery of glycolytic activity or lactate levels rescues histone lactylation and facial defects of ca-ACVR1 mutants.

We then sought to determine whether reduced lactate production and histone lactylation in CNCCs are responsible for midline facial defects of ca-*Acvr1(A11)* mutants. Given that exogenous sodium lactate has been reported as promoting histone lactylation in macrophages cultured in vitro (8), we examined the effect of lactate supplementation on histone lactylation and subsequently the defects of ca-*Acvr1(A11)* mutant cells. Lactate supplementation successfully rescued histone lactylation without affecting pSmad1/5/9 levels in ca-*Acvr1(A11)* NP cells in culture (Figure 3A and Supplemental Figure 4E), while in tandem fashion, restoring cell growth or migration to levels comparable to those of control NP cells (Figure 3, B and C). The function of lactate in CNCC growth and migration was also confirmed in O9-1 cells transfected with *Ldha* siRNA or treated with the LDHA-specific inhibitor GNE-140 (Supplemental Figure 4, F–H). In contrast, exogenous sodium acetate failed to ameliorate the growth or migration defects of ca-*Acvr1(A11)* NP cells (Supplemental Figure 4, I and J), although slightly decreased acetyl-CoA levels were noted in ca-*Acvr1(A11)* NP tissues (Figure 2A). To further determine whether a reduction in lactate-mediated histone lactylation is the critical mechanism for midline facial defects, we administered sodium lactate to pregnant females from E8.5 to E11.5 via i.p. injection (Figure 3D). Sodium lactate administration rescued the protein distribution of Pan-Kla and H3K18la (Figure 3, E and F) and the midline facial structures of the majority (>50%) of ca-*Acvr1(A11)* mutants (Figure 3, G and H). Sodium lactate treatment also significantly reduced the distance between nasal pits in ca-*Acvr1(A11)* mutants relative to vehicle treatment (Figure 3I). Notably, there were no obvious negative effects of sodium lactate injection on fertility and lactation activity of females based on their litter size and postnatal growth (Supplemental Figure 5, A and B). Pups whose facial abnormalities were rescued by exogenous sodium lactate can survive postnatally (no additional death between P1 and P42, total of >50% of ca-*Acvr1[A11]* mutants at NB [newborn stage], while only 10% of the mutants were found surviving at P1 and P42) (Supplemental Figure 5, C and D). Females that received lactate were bred again without additional treatment, and they showed comparable levels of litter size (Supplemental Figure 5A) and postnatal growth of the pups (Supplemental Figure 5B), suggesting that lactate treatment does not affect second pregnancy either. Given these results, we finally sought to determine whether overexpression of *Slc2a1* and/or *Hk2* in primary ca-*Acvr1(A11)* mutant NP cells might restore glycolytic activity and lactate production. Transfection of *Slc2a1* and *Hk2* plasmid significantly increased the protein amount of GLUT1 and HK2 in NP cells, respectively (Supplemental Figure 6A), while forced expression of either *Slc2a1* or *Hk2* in ca-*Acvr1(A11)* mutant NP cells restored lactate levels and significantly alleviated defects in cell growth and migration (Supplemental Figure 6, B–D). Taken together, these findings suggest that reduced lactate production and histone lactylation downstream of glycolytic activity in CNCCs are responsible for the midline facial defects observed in ca-*Acvr1(A11)* mutants.

### BMP-mediated regulation of Pdgfra histone lactylation directs CNCC and facial development.

To identify downstream targets critical for midline facial development that might be regulated by histone lactylation, first, we revisited the bulk RNA-Seq data of E11.5 NP tissues to pick up genes known to associate with craniofacial midline abnormalities. 

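Of the 25 genes shown by qRT-PCR in Figure 4A, 23 were tested in the libraries from E11.5 NP tissues, and 12 of the 23 have values that are not whole reads. In the deposited values 22 of the 23 lay in the direction of the figure and 5 passed an adjusted p under 0.05 from limma, or 6 when adjusted over the list alone. The list was chosen on these libraries, so neither the directions nor the counts of genes passing are independent evidence. With the nearest whole-read values 17 of the 23 lay in that direction, and 4 passed the threshold, each in that direction. Adjusted over the list alone 5 passed, of which *Shh* lay opposite to the figure. DESeq2 on the recovered reads, which rest on the deposited values, called 3 of the genes, and *Shh* was not among them.

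*Pdgfra* (Entrez 18595), which encodes the receptor PDGFRα, lies on chromosome 5 of GRCm38 from 75152292 to 75198215, and its last exon, where these libraries collect most reads of a transcript, runs from 75194953 to 75198201. It showed the largest decrease of the 23 genes under both sets of values. As deposited it was at 99.5 ± 20.0 CPM (SD, n = 2) in control and 15.6 ± 3.32 CPM (SD, n = 2) in ca-*Acvr1(A11)* libraries, a log2 fold change of −2.60 (standard error 0.21, adjusted p = 6.81e-09 from limma). Both ca-*Acvr1(A11)* values are not whole reads, and the nearest whole-read values, each 20 CPM higher, averaged 35.6 ± 3.32 CPM (SD, n = 2), for a log2 fold change of −1.45 (standard error 0.18, adjusted p = 4.43e-05 from limma). With each library left out in turn the deposited log2 fold change ranged from −2.81 to −2.40. *Pdgfra*, *Pax3* and *Alx4* also belong to a list of mesenchyme markers, of which 19 of 21 were lower, with a median log2 fold change of −0.90. Its other members fell by as much as −1.42. A lower share of mesenchyme in the tissue was not excluded as a contribution to these decreases.

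*Pax3* and *Alx4*, whose values are whole reads, were also called lower, with log2 fold changes of −1.14 and −0.94 (adjusted p = 0.000827 and 0.00391 from limma). *Shh* was called lower as deposited (log2 fold change −0.87, adjusted p = 0.0383 from limma), and its control values, which are not whole reads, gave 0.68 when the nearest whole-read values took their place (adjusted p = 0.305 from limma and 0.248 from edgeR). The deposited values of *Shh* were not called with a pseudocount of 0.1 (0.0554 from limma), with at least 10 reads in every library (0.0505) or with DESeq2 (0.465), and the adjusted p of their alternatives ran from 0.00236 to 0.465. *Gli3*, *Gli1*, *Ptch1* and *Kif3a*, none of them called, also changed sign between the 2 sets of values. *Tfap2a*, which has whole-read values and was not called, had a log2 fold change of −0.34 (adjusted p = 0.731 from limma).

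**Figure D3:**
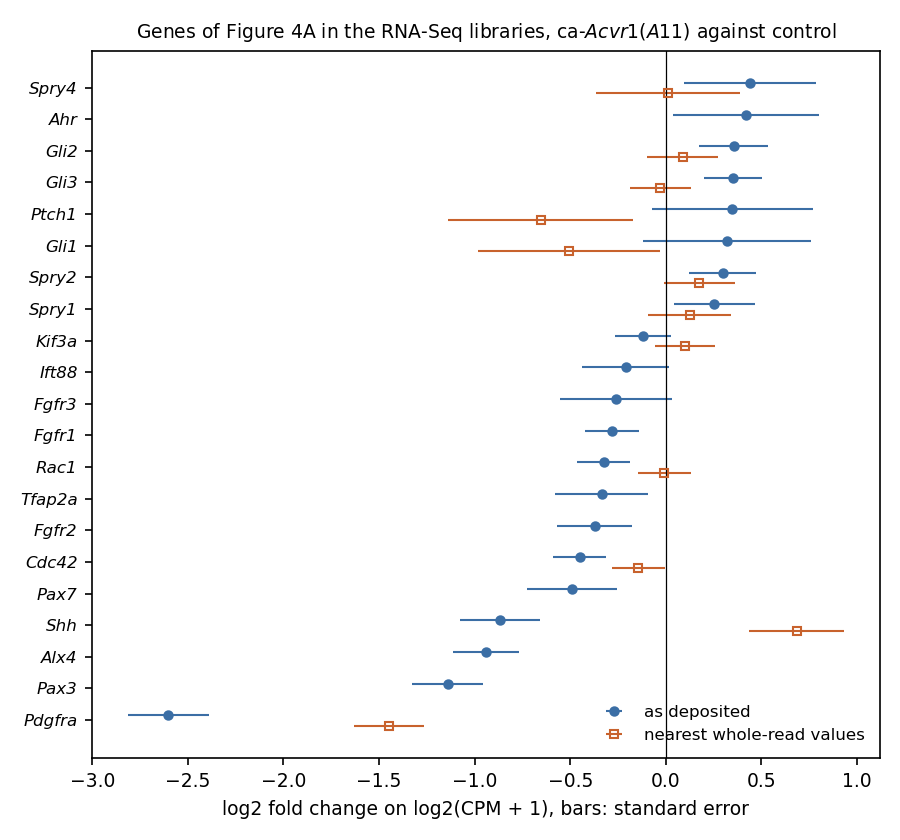
Log2 fold change on log2(CPM + 1) of 21 of the 23 genes, ca-*Acvr1(A11)* against control, with bars of 1 standard error. Filled circles are deposited values, and open squares, drawn for the 12 genes with values that are not whole reads, are the nearest whole-read values. Of the 23 genes 2 are not drawn, among them *Tbx20*, which had at most 3 reads in each control library. *Pdgfra* lies lowest in both sets of values.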

Next, we isolated NP tissues from both control and ca-*Acvr1(A11)* mutants at E10.5 and quantified expression levels of genes identified through RNA-Seq. Among those, *Pdgfra* was the most significantly decreased transcript in ca-*Acvr1(A11)* NP tissues (Figure 4A). Western blot analyses and immunostaining confirmed reduced abundance of PDGFRα in the mesenchyme of ca-*Acvr1(A11)* NP tissues (Figure 4, B and C). In vivo administration of LDN193189 significantly rescued *Pdgfra* expression in ca-*Acvr1(A11)* NP tissues (Figure 4D). Notably, BMP-mediated regulation of *Pdgfra* histone lactylation in CNCCs was not restricted in the ca-*Acvr1(A11)* mutant line. Another ca-*Acvr1(L35)* mutant line (40), which displayed separation of nasal septum, also showed reduced histone lactylation and *Pdgfra* expression in NP tissues at E11.5 (Supplemental Figure 7, A–C). We further confirmed the effects of BMP signaling in regulating the lactylation/PDGFRA signaling cascade in vitro using the O9-1 cell line. Suppressing BMP signaling by LDN193189 reduced lactate levels and *Pdgfra* histone lactylation in O9-1 cells in vitro (Supplemental Figure 7, D–F).

Interestingly, the PDGFA/PDGFRα axis is essential for midfacial development, acting by regulating cell growth and migration. Furthermore, *Pdgfra* deletion causes a midline facial cleft in mice (33, 41). To directly assess whether ca-*Acvr1(A11)* mutant cells are functionally defective in transducing PDGFRα-mediated signaling, control and ca-*Acvr1(A11)* mutant NP cells were isolated and stimulated with PDGFA, a PDGFRα ligand (33). PDGFA significantly potentiated the growth and migration of control NP cells but not ca-*Acvr1(A11)* NP cells (Figure 4, E and F), suggesting that the levels of PDGFRα were too low for successful PDGFA signal transduction in mutant NP cells.

While the relationship between BMP signaling and PDGFRα remains unknown, histone lactylation has been reported to positively regulate gene expression (8). Indeed, either *Slc2a1* or *Hk2* overexpression or sodium lactate supplementation rescued *Pdgfra* expression in ca-*Acvr1(A11)* NP cells (Figure 4, G and H). To investigate whether *Pdgfra* is a target gene of histone lactylation in CNCCs, we next performed ChIP-qPCR of Pan-Kla and H3K18la at the promoter region of *Pdgfra* in control and ca-*Acvr1(A11)* NP cells. Importantly, the amounts of Pan-Kla and H3K18la at the promoter of *Pdgfra* were significantly lower in ca-*Acvr1(A11)* NP cells than in control cells (Figure 4, I and J). Additionally, exogenous 2-deoxy-d-glucose (2-DG) (to block glycolysis) significantly suppressed, whereas sodium lactate increased, the amount of histone lactylation at the promoter region of *Pdgfra* in control NP cells (Figure 4, I and J). In contrast, there was no alteration in histone lactylation at the promoter of the *Actb* gene (Figure 4K), which is not a target for lactylation (42). The ChIP-qPCR results showed that the amount of pSmad1/5/9 at the promoter region of *Pdgfra* was significantly lower than that of the total histone 3 (H3) (positive control) and comparable with a background level (rabbit IgG, Rb, negative control) in control NP cells (Figure 4L). Additionally, sodium lactate treatment restored *Pdgfra* expression without affecting pSmad1/5/9 levels in ca-*Acvr1(A11)* NP cells (Figure 4H and Supplemental Figure 4E). Together, these results indicate that *Pdgfra* is a target gene of lactylated histone, but not regulated by direct binding of pSmad1/5/9 to its promoter region, in CNCCs during midline facial development.

As the phenotype in ca-*Acvr1(A11)* mutants resembles that observed in mice with *Pdgfra* deletion (33, 41), we considered the possibility that PDGFRα may be a critical downstream effector of the BMP-signaling pathway that causes midline facial defects in ca-*Acvr1(A11)* mutants. As such, we superimposed a constitutively activated *Pdgfra* allele (*Pdgfra^K/+^*) (43) into ca-*Acvr1(A11)* mutants (*Pdgfra^K/+^;ca-Acvr1[A11]^fl/+^;P0-Cre*, abbreviated as compound mutants) (Figure 5A). Consistent with a previous report (44), constitutive activation of PDGFRα in NCCs increased cartilage formation in the skull (Figure 5B). Importantly, activation of PDGFRα signaling in ca-*Acvr1(A11)* mutants also resulted in significantly improved midline facial structures, including the appearance of a primary palate and a fused nasal septum (4 out of 7, Figure 5B), indicating that restoration of PDGFRα signaling ameliorated the midline facial defects of ca-*Acvr1(A11)* mutants. To determine whether restoring PDGFRα signaling likewise reversed the observed defects in cell migration and growth, compound-mutant embryos were superimposed with an *R26R^tdTomato^* reporter allele. Under these conditions, the compound mutants displayed a restoration of proliferative responses to control levels in tandem with a marked decrease in apoptosis at E11.5 (Figure 5C) along with rescued migratory activity at E9 (Figure 5D). However, superimposing a *Pdgfra^K/+^* allele failed to affect the levels of lactate and histone lactylation or the expression of glycolysis-related genes in the NP tissues of ca-*Acvr1(A11)* mutants (Figure 5, E–G). Collectively, these studies identify *Pdgfra* as a target of histone lactylation in CNCCs and indicate that BMP signaling–dependent regulation of histone lactylation directs CNCC development.

In addition to craniofacial morphogenesis, defects were identified in other NCC-derived tissues in ca-*Acvr1(A11)* mutants, such as in cardiac neural crest–derived tissues of the heart (27) and trunk neural crest–derived dorsal root ganglion (DRG) of the peripheral nervous system in association with elevated pSmad1/5/9 and cell death (Supplemental Figure 8, A–D). Similarly, elevated BMP signaling downregulated the histone lactylation and PDGFRA expression in cardiac and trunk neural crest derivatives in vivo (Supplemental Figure 8, E and F). We also confirmed these facts in vitro using trunk NCCs (Supplemental Figure 8, G and H). These facts suggest a broader role for the BMP-histone lactylation cascade in various NCC-derived tissues.

### BMP signaling suppresses histone lactylation by potentiating p53 activity.

We next investigated how BMP/Smad signaling suppresses glycolytic activity and histone lactylation in CNCCs during midfacial development. While BMP signaling regulates Glut1 expression via mTORC1/HIF1α signaling in skeletal development (36), we did not detect significant differences in the expression of HIF-1α and the mTORC1 downstream effector pS6 between control and mutant NP tissues (Supplemental Figure 9, A and B). Autophagy, another important regulator of glucose metabolism (45), was not altered in the NP tissues of ca-*Acvr1(A11)* mutants, as the protein abundance of LC3-II and P62 was comparable between the controls and mutants (Supplemental Figure 9C). The difference between our study and previous reports may be a cell-type–difference outcome. We have previously demonstrated that BMP/Smad signaling increases p53 activity by suppressing its degradation (26), and of note, p53 can affect glycolytic activity (46). Interestingly, inappropriate p53 activation in the neural crest was recently reported to cause midline facial cleft (47). Although there was no obvious change of *Trp53* at the gene expression level in ca-*Acvr1(A11)* NP tissues (Supplemental Figure 9A), p53 protein levels were increased in migrating CNCCs at E9 and in the mesenchyme of NP tissues at E10.5 (Figure 6, A and B, and Supplemental Figure 9D). In vivo administration of LDN193189 reduced p53 protein levels in ca-*Acvr1(A11)* NP tissues (Supplemental Figure 9E). Importantly, suppressing p53 activity using the specific p53 inhibitor pifithrin-α (PFT-α) significantly rescued midline facial structures of ca-*Acvr1(A11)* mutants with a fused nasal septum and reduced distance between nasal pits (Figure 6, C–E). Using primary NP cells, we also found that PFT-α successfully restored the expression of glycolysis-associated genes, glycolytic capacity, lactate levels, and *Pdgfr*α expression in ca-*Acvr1(A11)* NP cells (Supplemental Figure 9F and Figure 6, F–H). Coincident with these above changes, PFT-α–treated ca-*Acvr1(A11)* embryos display comparable protein levels of Pan-Kla and H3K18la in the NP mesenchymal tissues relative to controls (Figure 6, I and J). We further determined whether p53 activation functions upstream of glycolysis and histone lactylation to regulate midline facial development of ca-*Acvr1(A11)* mutants by treating pregnant females with PFT-α and 2-DG. Skeletal staining showed that 2-DG significantly abrogated the restorative effects of PFT-α on midline facial development of ca-*Acvr1(A11)* mutants (Supplemental Figure 9, G and H, and Figure 6, C–E). Notably, although 2-DG alone only caused minor defects with a bifid nasal tip in a subset of control embryos, the same dose of 2-DG caused a more severe phenotype in ca-*Acvr1(A11)* mutants (Supplemental Figure 9H). Together, these data support a model wherein excessive BMP signaling suppresses histone lactylation by potentiating p53 activity, thereby inducing midline facial defects.

## Discussion

Neural crest cells display the metabolic adaptation known as the Warburg effect where enhanced glycolytic activity is required for migratory responses in vertebrate embryos (35). Nevertheless, the complex mechanisms underlying coordinated regulation of neural crest cells at the levels of gene expression, signaling, and metabolism during embryonic development remain poorly characterized. Our studies uncover a signaling metabolic/epigenetic transcascade that operates during craniofacial morphogenesis wherein the finely tuned control of BMP signaling is a required determinant of glycolytic lactate production and the subsequent epigenetic control of *Pdgfra* histone lactylation, thereby regulating CNCC development in vitro and in vivo.

In response to the binding of BMP ligands, type I receptors of BMPs are transphosphorylated by type II BMP receptors, which consequently phosphorylate Smad signal transducers to propagate downstream signaling (14). We and others have reported that an appropriate amount of BMP signaling is required for craniofacial and skeletal morphogenesis by controlling the osteogenic, chondrogenic, and neurogenic differentiation of stem cells (15, 24, 25, 48, 49). We recently reported that augmenting BMP signaling using the ca-*Acvr1(L35)* line (40) directs CNCCs to a chondrogenic fate (50). Contrasting with these findings, our present studies using ca-*Acvr1(A11)* mice reveal a function of neural crest cell–specific activation of BMP/Smad signaling in midline facial development, which acts by regulating CNCC migration and growth while leaving differentiation potential intact. The relevance of enhanced BMP signaling for midline facial development is underscored by the fact that *Noggin* loss-of-function mutations lead to bifid nasal pits in humans (22). We have reported that ca-*Acvr1(A11)* mutants investigated in the present study show phenotypes distinct from another ca-*Acvr1(L35)* line, which we determined by crossing with 3 different Cre lines (*P0-Cre*, *Prrx1-Cre*, and *Nfatc1-Cre*) (27). The explanations for the phenotypic differences between ca-*Acvr1(A11)* and ca-*Acvr1(L35)* are found in the levels of BMP/Smad signaling and/or the differences in cell types that express the transgene (27). We noticed that neural crest–specific ca-*Acvr1(L35)* mutants (ca-*Acvr1(L35)^fl/+^;P0-Cre*) showed a separation of nasal septum, while the structure of nasal cavity was disorganized, suggesting ca-*Acvr1(A11)* is more advantageous than ca-*Acvr1(L35)* in reflecting the developmental nature of midline facial cleft. Notably, we also confirmed the suppression effects of BMP signaling on the histone lactylation/PDGFRA signaling cascade in ca-*Acvr1(L35)* mutants in vivo. Together with the in vitro study using O9-1 cells treated with BMP ligands, these facts demonstrate that suppression of the lactylation/PDGFRA cascade is a common nature of enhanced BMP signaling in CNCCs.

Each BMP type I receptor has unique functions in CNCCs and craniofacial development. Mice lacking *Acvr1* in NCCs (*Acvr1^fl/fl^;Wnt1-Cre*) display craniofacial defects that are quite different from those of mice lacking *Bmpr1a* in NCCs (*Bmpr1a^fl/fl^;Wnt1-Cre*) (25, 48, 49). Transgenic mouse models with constitutive activation of *Bmpr1a* or *Acvr1* in NCCs also confirm the receptor specificity of the phenotype (24, 26, 50). This notion is also supported by the fact that superimposing of heterozygous null mutation of *Bmpr1a*, but not *Bmpr1b* or *Acvr1*, reduces BMP/Smad signaling and rescues the premature suture fusion of ca-*Bmpr1a;P0-Cre* mutants (51). The receptor-specific phenotypes may be explained by (a) each BMP type I receptor having its unique expression pattern in different subpopulations of CNCCs during development, and/or (b) each BMP type I receptor mediating different levels of BMP signaling in CNCCs (51, 52). Notably, BMP ligands, including *Bmp2*, *Bmp4*, *Bmp5*, and *Bmp7*, were observed in the epithelia of facial processes at E9.5, while only *Bmp5* and *Bmp7* were expressed in the epithelia and mesenchyme of NPs at E10.5 (53, 54), suggesting BMP5 and BMP7 can serve as the potential source of BMP signal during midfacial morphogenesis. *Bmp5* and *Bmp7* double-knockout mice have a reduced size of their branchial arches, including facial processes, at E10.5, while neural crest–specific deletion of *Bmp7* presents with midfacial hypoplasia and nasal septum deviation (54–56). The specific function of BMP5 and BMP7 in epithelia or mesenchyme during midfacial morphogenesis remains to be clarified.

BMP signaling regulates multiple steps of NCC biology, including NCC delamination and migration, in a highly context-dependent manner. NCC delamination/initial induction is enhanced in embryos lacking BMP antagonists (*Noggin* and *Chordin* double-null mutants), but normal in embryos with mutations in *Bmp2*, *Bmpr1a*, or *Acvr1* (49, 57–60). NCC migration is affected in embryos with *Bmp2*-null mutation or *Noggin* and *Chordin* double-null mutants, but normal in embryos with ablation of *Bmpr1a* or *Acvr1* in neural crest cells (49, 57–60). In the present study, we showed that enhanced BMP signaling via constitutively active *Acvr1* caused a retardation of CNCC migration without affecting CNCC delamination. The potential explanation for the context-dependent function of BMP signaling in NCC delamination and migration included that (a) each BMP ligand or receptor has its unique expression pattern in NCCs and (b) each BMP ligand or receptor mediates different levels of downstream events of BMP signaling.

Glycolysis has been proposed as playing a necessary role in supporting the delamination and migration of chicken neural crest cells (35). Recently, BMP signaling has been shown to activate glycolysis via mTORC1 and HIF-1α in chondrocytes (36). In our study, we found that augmented BMP signaling blocks glycolytic activity and lactate production in CNCCs by potentiating p53 activity during midline facial morphogenesis. The different effect of BMP signaling on glycolysis activity could be due to different ways of signal activation, i.e., sustained (our case) versus ligand-dependent activation. An alternative explanation is differences in cell types and/or biological context, i.e., immature cells (our case) versus terminally differentiated cells. Each BMP ligand is known to have its unique yet pleiotropic functions in development and human disease (13). As an example of the difference in cell context, it has been reported that BMP4 can induce commitment of mesenchymal stem cells to preadipocytes of both white and brown lineage, whereas BMP4 signaling during the terminal differentiation phase impairs the acquisition of a mature brown adipocyte phenotype in favor of a more white-like phenotype (61).

Metabolite intermediates can directly modulate cellular function at diverse levels, especially via epigenetic modifications (8, 17). Histone lactylation is a recently identified posttranslational modification that regulates gene expression during embryonic stem cell pluripotency and induction as well as macrophage immune responses (10). Indeed, we found that elevated BMP/Smad signaling disrupts histone lactylation, rather than histone acetylation or methylation, thus causing a reduction in CNCC *Pdgfra* expression during midline facial development. Of note, supplementation of exogenous lactate enhanced histone lactylation levels and *Pdgfra* expression, resulting in the rescue of both CNCC function and midline facial defects in ca-*Acvr1(A11)* mutants. Therefore, our study identifies the functional relevance of histone lactylation during embryonic development in vitro and in vivo.

PDGFRα signaling, together with signaling of its ligand, PDGFA, has been suggested as functioning as a chemotactic cue for NCCs (33). Perturbations of PDGFRα signaling in mouse and zebrafish lead to severe defects in CNCC-derived tissues, including midline facial structures (33, 62). Our results show a reduction of *Pdgfra* in ca-*Acvr1(A11)* mutants. Using a constitutively active form of knockin allele for *Pdgfra*, our results further show that activating *Pdgfra* in ca-*Acvr1(A11)* mutants rescues the defects in the migration and growth of CNCCs as well as the midline facial-defects phenotype. These results demonstrate that PDGFRα-mediated signaling is essential for midline facial morphogenesis downstream of BMP signaling. We further identified the expression of *Pdgfra* as being regulated by glycolysis-mediated histone lactylation. There is a possibility that other mechanisms regulate *Pdgfra* expression; however, our data showing that (a) lactate supplementation or overexpression of glycolysis mediators increases *Pdgfra* expression in ca-*Acvr1(A11)* mutants and that (b) *Pdgfra* is a direct target gene of histone lactylation strongly suggest that BMP signaling functions via histone lactylation to regulate *Pdgfra* expression during midfacial development. On the other hand, *Pdgfra* activation does not affect lactate production or glycolysis mediator expression, suggesting that *Pdgfra* functions downstream of glycolytic lactate production, but not upstream. Our findings therefore identify crosstalk between BMP and PDGFRα signaling that oversees the fine-tuned regulation of CNCC behavior and craniofacial morphogenesis.

Nevertheless, BMP-regulated histone lactylation may well extend its control beyond *Pdgfra* expression. Previous investigation in other cell types reveals that histone lactylation regulates expression of several genes, such as *Pdgfrb*, *Thbs1*, *Mycn*, *Arg1*, and *Vegfa*, in other cell types (8, 44, 63–68). Our RNA-Seq of ca-*Acvr1(A11)* mutants showed reduced levels of *Pdgfrb* and *Thbs1* expression. 

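*Pdgfrb* (Entrez 18596) lies on chromosome 18 of GRCm38 from 61045150 to 61085061. In E11.5 NP tissues it was at 64.6 ± 15.4 CPM (SD, n = 2) in control and 21.2 ± 3.57 CPM (SD, n = 2) in ca-*Acvr1(A11)* libraries, a log2 fold change of −1.55 (standard error 0.22, adjusted p = 0.000106 from limma). Both ca-*Acvr1(A11)* values are not whole reads. With the nearest whole-read values, each 10 CPM higher, the mean of the ca-*Acvr1(A11)* libraries was 31.2 ± 3.57 CPM (SD, n = 2) and the log2 fold change −1.01 (standard error 0.20, adjusted p = 0.00889 from limma). *Thbs1* (Entrez 21825), on chromosome 2 from 118111876 to 118127133, has whole-read values only, with 56 and 108 reads in the control libraries and 51 and 27 reads in the ca-*Acvr1(A11)* libraries. It went from 38.3 ± 13.7 to 16.9 ± 6.04 CPM (SD, n = 2 each), a log2 fold change of −1.13 (standard error 0.27, adjusted p = 0.0330 from limma). This call was not stable, since a pseudocount of 0.1 gave an adjusted p of 0.0528 from limma and DESeq2 on the recovered reads gave 0.346, the highest over the alternatives, of which the lowest was 0.00026. With each library left out in turn the log2 fold change ranged from −1.49 to −0.77. Mesenchyme markers were lower as a set in these libraries (median log2 fold change −0.90). Whether a lower share of mesenchyme contributes to the decreases of *Pdgfrb* and *Thbs1* was not tested. Of the other genes named as targets of histone lactylation, *Mycn*, *Arg1* and *Vegfa* had log2 fold changes of 0.31, −0.46 and 0.19, and none passed the threshold (adjusted p = 0.543, 0.793 and 0.844 from limma).

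**Figure D4:**
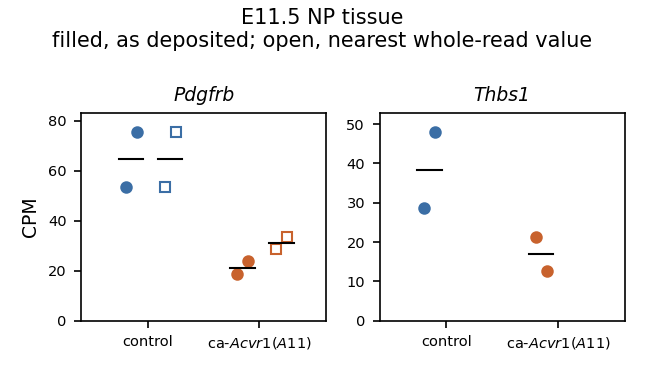
CPM of *Pdgfrb* and *Thbs1* in the 2 control and 2 ca-*Acvr1(A11)* libraries, 1 point per library and a line at each mean. Filled circles are deposited values and open squares the nearest whole-read values, and for both genes both ca-*Acvr1(A11)* libraries lie below both control libraries.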

PDGFRβ and PDGFRα are codistributed in the craniofacial mesenchyme of midgestation mouse embryos, and PDGFRα and PDGFRβ double-homozygous mutant embryos exhibit more severe facial-clefting phenotypes than those observed in single-mutant embryos. However, *Pdgfrb* may not be a determinant for the phenotype in ca-*Acvr1(A11)* mutants because (a) ablation of *Pdgfrb* alone in the neural crest lineage did not result in midline facial defects (69) and (b) our results clearly showed that *Pdgfra* activation rescued the midfacial phenotype of ca-*Acvr1(A11)* mutants. Thrombospondin 1 (THSB-1) encoded by *Thbs1* has concentration-dependent effects on migration, adhesion, and proliferation of chicken neural crest cells in vitro (70). The potential function of THSB-1 in midline facial development remains to be clarified. Despite a possibility of other targets of lactylated histones as downstream of BMP signaling in CNCCs, our data clearly demonstrate that *Pdgfra* is one of the major downstream target genes of the BMP-lactylation cascade that results in midline facial clefts of ca-*Acvr1(A11)* mutants.

In the present study, we demonstrate a mechanism by which histone lactylation critically regulates *Pdgfra* expression as a downstream target of BMP signaling in CNCCs. We propose the signaling cascade BMP/p53/histone lactylation/PDGFRA in regulating CNCC behaviors and midline facial development. The identified BMP signaling/metabolic/epigenetic transcascade can serve as a conceptual framework for understanding the complex interactions between genetic and metabolic cues during embryonic development. Extending these observations, these findings suggest that elevated BMP signaling and reduced lactate levels could serve as biomarkers for identifying individuals with an increased risk of having a child with congenital craniofacial malformations. In addition, our molecular mechanisms will be useful for interpreting the results of large-scale population-based genetic studies aimed at identifying inherited risk factors for craniofacial malformations. Finally, in the longer term, our results may identify potential safe and effective maternal nutritional and therapeutic interventions that reduce the risk of offspring developing these congenital malformations.

## Methods

### Sex as a biological variable.

Our study examined male and female mice; no sex-biased outcomes were observed. Thus, we combined data from both sexes for all experiments.

### Animals.

ca-*Acvr1^fl/+^* line A11, B6;129S7-Tg (CAG-lacZ,-ACVR1*,-EGFP)2Mis (27), and ca-*Acvr1^fl/+^* line L35 mice (40) were generated in our laboratory. *P0-Cre* mice, C57BL/6J-Tg(P0-Cre)94Imeg (ID 148), were provided by the Center for Animal Resources and Development, Kumamoto University, Kumamoto City, Japan. *Pdgfra^K/+^* mice were provided by Lorin E. Olson at the Oklahoma Medical Research Foundation. The PDGFRα^K^ protein has a point mutation, D842V, which renders it constitutively active (43). *Wnt1-Cre*, *Rosa26-loxP-stop-loxP-tdTomato* (*R26R^tdTomato^*, JAX007914) mice were obtained from the Jackson Laboratory. ca-*Acvr1(A11)^fl/+^* mice were crossed with *P0-Cre* transgenic mice to obtain control (ca-*Acvr1[A11]*^+/+^;*P0-Cre*) and ca-*Acvr1(A11)* mutant (ca-*Acvr1[A11]^fl/+^*;*P0-Cre*) mice. ca-*Acvr1(A11)^fl/+^* mice were crossed with *Wnt1-Cre* transgenic mice to obtain control (ca-*Acvr1[A11]*^+/+^;*Wnt1-Cre*) and ca-*Acvr1(A11)^Wnt1-Cre^* mutant (ca-*Acvr1[A11]^fl/+^*;*Wnt1-Cre*) mice. ca-*Acvr1(L35)^fl/+^* mice were crossed with *P0-Cre* transgenic mice to obtain control (ca-*Acvr1[L35]*^+/+^;*P0-Cre*) and ca-*Acvr1(L35)* mutant (ca-*Acvr1[L35]^fl/+^*;*P0-Cre*) mice. In vivo fate mapping of neural crest–derived cells was performed on mice additionally carrying the *R26R^tdTomato^* allele. All mice were maintained in a mixed background and were used and genotyped as previously described (50). Embryos were collected from pregnant mice. Embryonic ages were determined by the day when the vaginal plug was discovered, which was designated E0.5. Mutant and control embryos from E8.5–E11.5 were age matched by counting the number of somites. Embryonic tails were subjected to DNA extraction for genotyping as previously described (50). For genotyping primers, see Supplemental Table 1.

### Statistics.

Graphs were generated and statistical analyses were performed using Prism. All values are expressed as means ± SD. Unpaired, 2-sided Student’s *t* test was used to analyze the differences between 2 groups, while 1-way ANOVA with Bonferroni’s correction was used to evaluate differences among multiple comparisons. All experiments were repeated at least 3 times, and representative experiments are shown. Differences were considered significant at *P* < 0.05. In each experiment, the sample size was determined on the basis of our prior knowledge of the variability of the experimental output. No randomization was performed in any of the experiments. All inclusion/exclusion criteria were preestablished, and no samples or animals were excluded from the analysis. The investigators were blinded to allocation during the experiments and outcome assessments.

### Study approval.

All animal handling and procedures were carried out in compliance with University of Michigan and Wuhan University guidelines and approved by the IACUC at the University of Michigan (#PRO00007715 and 00009613) and the IACUC of the Wuhan University Center for Animal Experiments (#WP20210535).

### Data and materials availability.

The raw data, analytic methods, and study materials are described in full in Supplemental Methods. Values for all data points in graphs are reported in the Supporting Data Values file. Information for qRT-PCR primers, ChIP-qPCR primers, and antibodies used in this report appears in Supplemental Tables 2–4, respectively. Metabolomics data have been deposited to Mendeley (https://data.mendeley.com/datasets/cr5dfc4mnk/1). RNA-Seq data have been deposited to the NCBI’s Gene Expression Omnibus database (GEO GSE247729).

## Author contributions

JY and YM designed and supervised the project, analyzed data, wrote the manuscript, and finalized the manuscript. LZ designed the project, analyzed data, wrote the manuscript, and finalized the manuscript. LEO provided key materials and relevant advice. JY, LZ, HU, HP, MT, QY, SAH, and YM performed experiments, analyzed data, and provided relevant advice. The order of the co–first authors’ names reflects person-hours and contributions to the writing of the manuscript, preparation of figures, and study design. All authors approved the final version.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supporting data values

## Figures and Tables

**Figure 1:**
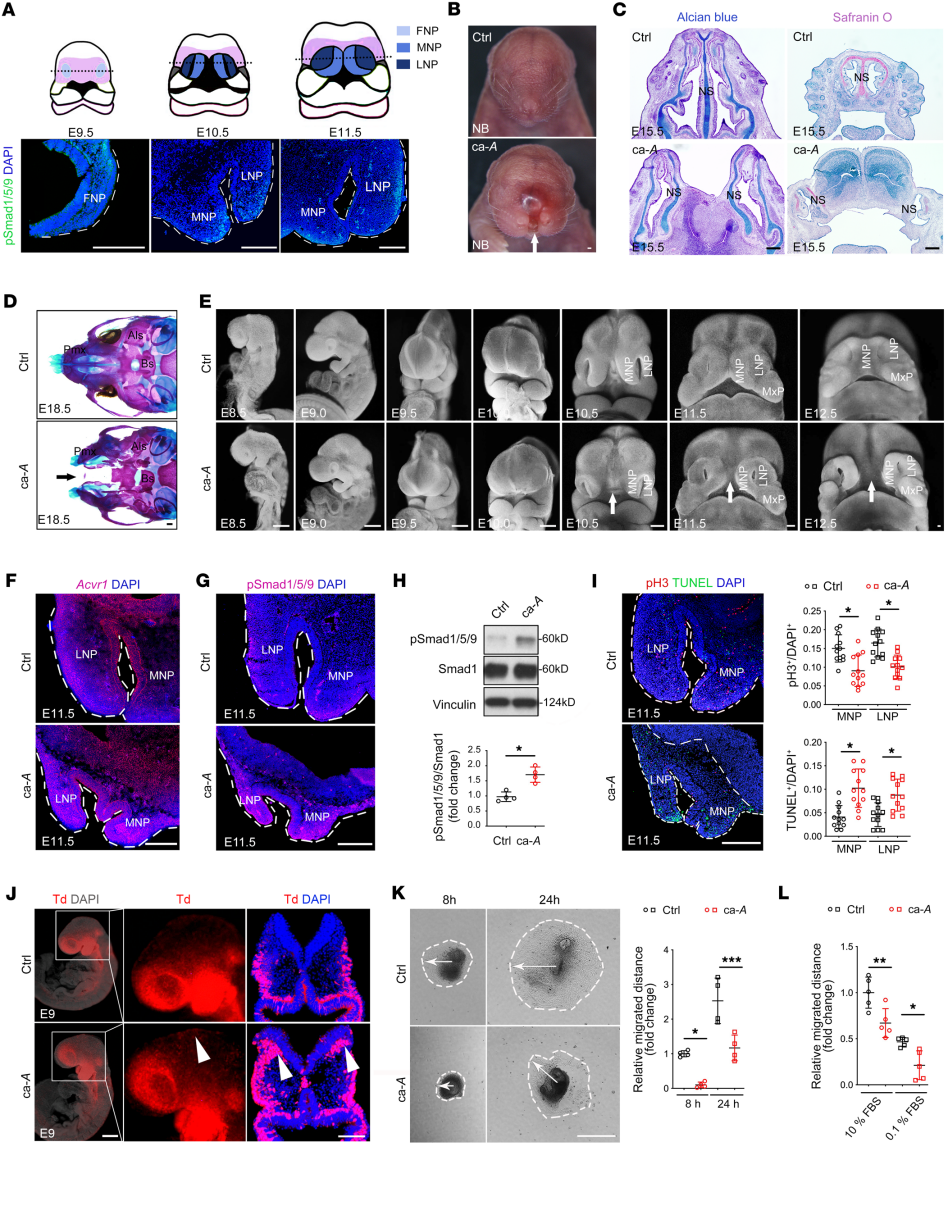
Elevated BMP/Smad signaling causes midline facial defects via regulating CNCC growth and migration in a stage-dependent manner. (**A**) Drawing showing the morphogenesis of midfacial structures (upper) and pSmad1/5/9 immunostaining in NP tissues (lower, *n* = 4). Black dotted lines in the upper panel indicate approximate position of each section in the lower panel. (**B**) Frontal view of facial structures in control and ca-*Acvr1(A11)* (abbreviated as ca-*A* in figures) mutants at NB stage (*n* = 11). (**C**) Alcian blue–stained transverse sections and safranin O–stained frontal sections of facial structures (*n* = 4). (**D**) Ventral view of whole-mount alizarin red– and Alcian blue–stained heads (*n* = 9). (**E**) Lateral and frontal view of DAPI-stained heads (*n* = 5). (**F** and **G**) *Acvr1* RNA Scope (**F**) and pSmad1/5/9 immunostaining (**G**) of NP tissues (*n* = 5). (**H**) Representative immunoblots and quantification results of pSmad1/5/9 and Smad1 in E11.5 NP tissues (*n* = 4). (**I**) pH3 immunofluorescence (red), TUNEL staining (green), and quantification results in NP tissues (*n* ≥ 4). (**J**) Lateral view (left and middle) and coronal sections (right) of *R26R^tdTomato^*-positive embryos at E9 (*n* =4). White arrowheads indicate dorsal end locations of CNCCs. (**K**) Explant cultures and quantification of CNCCs emigrating from E8.5 neural crest explants (*n* = 4). (**L**) Wound-scratch assay and quantification of cell migration distance of NP cells (*n* = 5). For all panels, data are represented as means ± SD. *P < 0.05; **P < 0.01; ***P < 0.001, unpaired 2-tailed Student’s *t* test (**H**, **I**, **K**, and **L**). Scale bars: 200 μm. NS, nasal septum; Pmx, premaxilla; Bs, basisphenoid; Als, alisphenoid; MxP, maxillary process. White and black arrows indicate midline facial cleft (**B**, **D**, and **E**).

**Figure 2:**
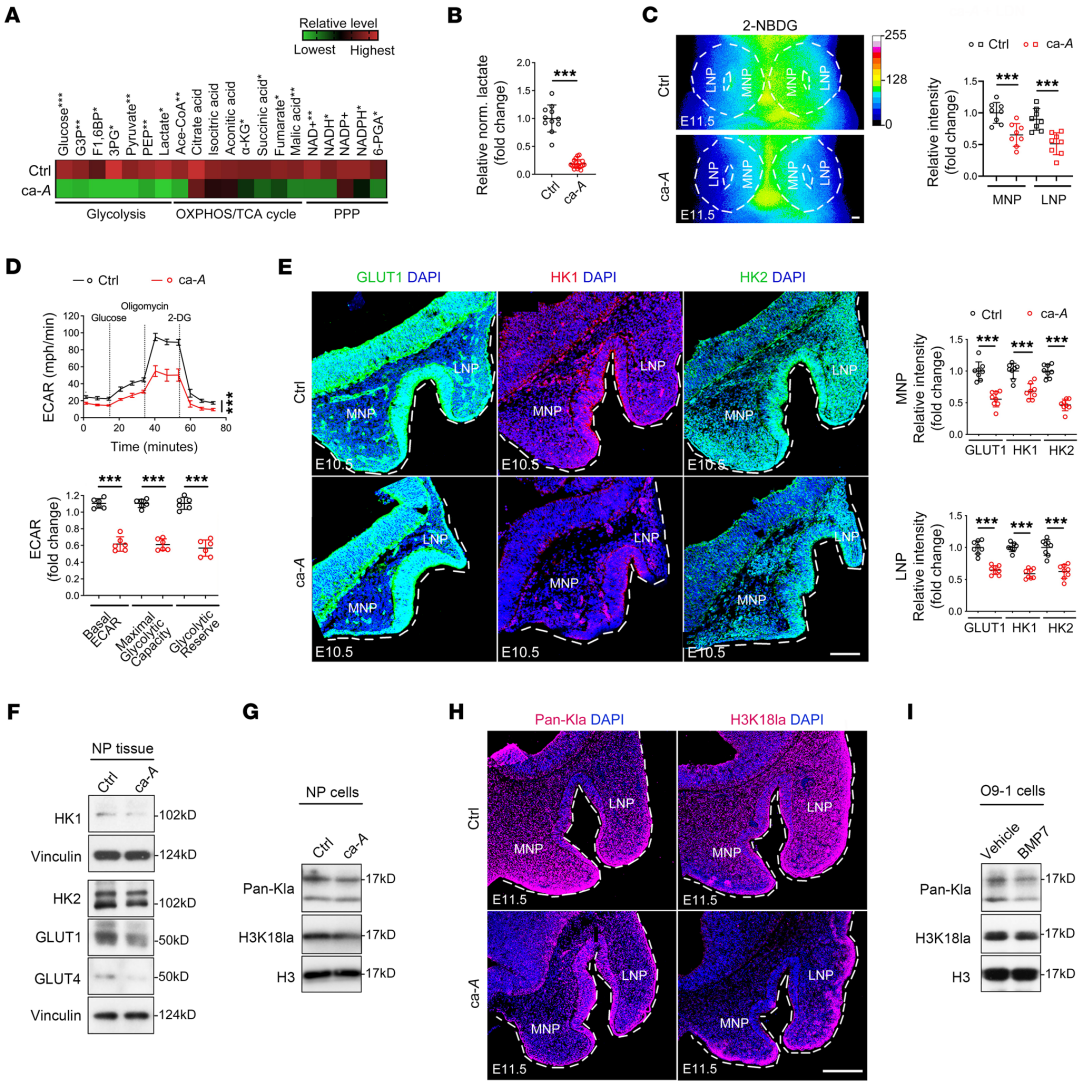
Enhanced BMP/Smad signaling suppresses glycolytic activity and reduces lactate-derived histone lactylation in CNCCs during midline facial development. (**A**) Expression profiles of the metabolites associated with glucose metabolism in NP cells (*n* = 3). The color bar shows the fold change from the mean of all triplicate samples. (**B**) Relative normalized (norm.) lactate levels in E11.5 NP tissues (*n* ≥ 11). (**C**) Frontal view of pseudocolor images (16 colors) using ImageJ (NIH) and intensity quantification of fluorescent glucose (2-NDBG) in E11.5 NP tissues (*n* = 8). (**D**) ECAR measurements and calculated glycolytic flux and glycolytic capacity in NP cells (*n* = 6). (**E**) Representative immunostaining images and intensity quantification of GLUT1 (green, left), HK1 (red, middle), and HK2 (green, right) in E10.5 NP tissues (*n* = 4). (**F**) Representative immunoblots of GLUT1, GLUT4, HK1, and HK2 in E11.5 NP tissues (*n* = 4). Results shown are from blots run contemporaneously. (**G**) Representative immunoblots of Pan-Kla and H3K18la in E11.5 NP tissues (*n* = 5). Results shown are from blots run contemporaneously. (**H**) Pan-Kla (red, left) and H3K18la (red, right) immunostaining in E11.5 NP tissues (*n* = 4). (**I**) Representative immunoblots of Pan-Kla and H3K18la in O9-1 cells treated with or without BMP7 (*n* = 5). Results shown are from blots run contemporaneously. For all panels, data are represented as means ± SD. ***P < 0.001, unpaired 2-tailed Student’s *t* test (**B**–**E**). Scale bars: 100 μm (**C**, **E**, and **H**). G3P, glucose 3-phosphate; F1,6BP, fructose 1,6-bisphosphate; 3BP, 3-phosphoglyceric acid; PEP, phosphoenolpyruvic acid; Ace-CoA, acetyl-CoA.

**Figure 3:**
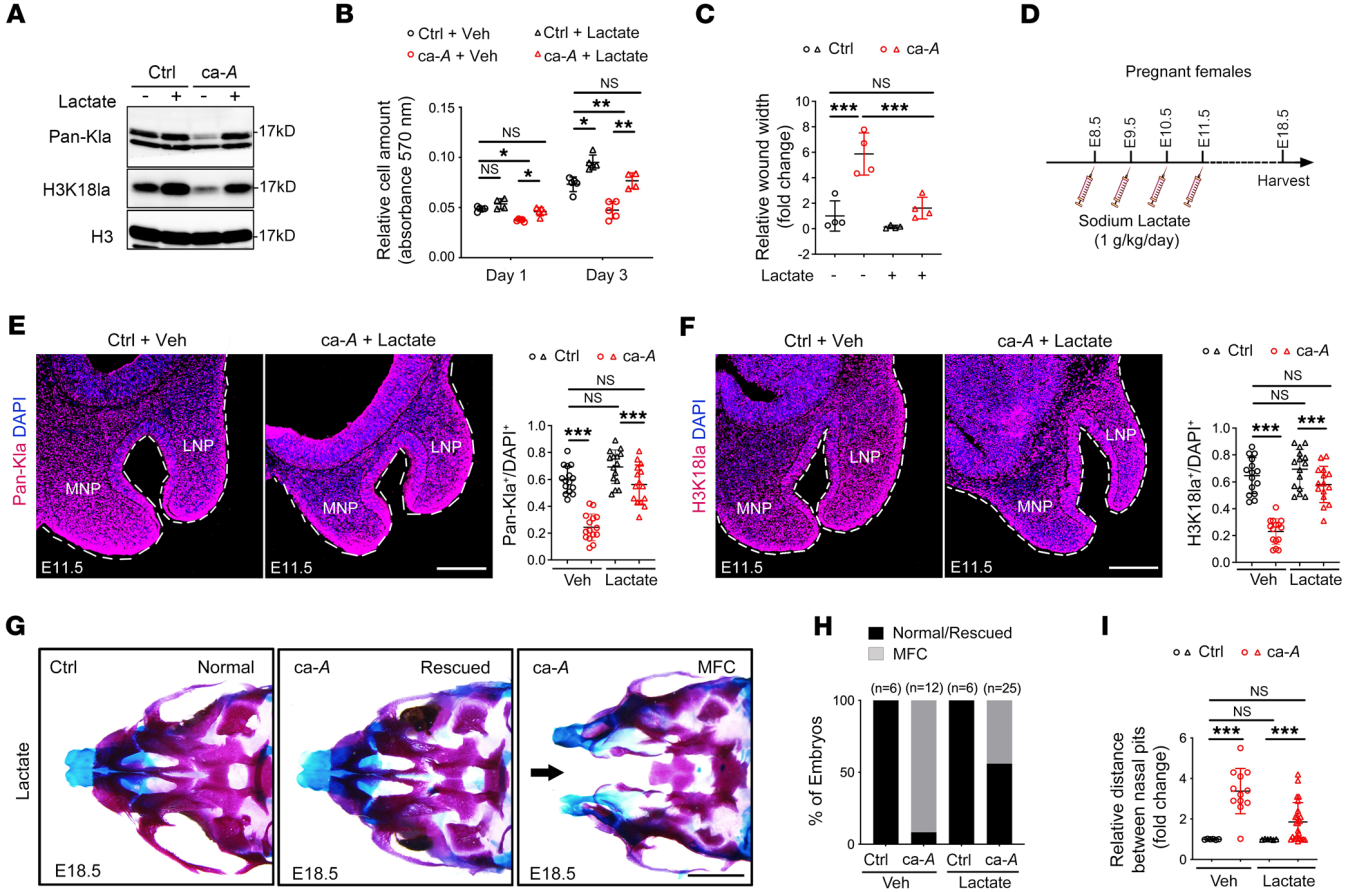
Reduced lactate production and histone lactylation in CNCCs is responsible for the midline facial defects of ca-*Acvr1(A11)* mutants. (**A**) Representative immunoblots of Pan-Kla and H3K18la in control and ca-*Acvr1(A11)* NP cells treated with or without sodium lactate (*n* = 3). Results shown are from blots run contemporaneously. (**B** and **C**) Quantification of cell-proliferation assay (**B**) and wound-scratch assay (**C**) of control and ca-*Acvr1(A11)* NP cells treated with or without sodium lactate (*n* ≥ 4). (**D**) Schematic diagram showing the i.p. injection schedule of sodium lactate (1 g/kg/d, E8.5–E11.5) into pregnant females. (**E** and **F**) Pan-Kla (red, **E**) and H3K18la (red, **F**) immunofluorescence and quantification of positive cell percentage in NP tissues of embryos treated with or without sodium lactate (1 g/kg/d, E8.5–E11.5, *n* = 6). (**G**–**I**) Whole-mount skeletal staining (**G**) and quantification of the embryo number (**H**) and distance between nasal pits (**I**) of control and ca-*Acvr1(A11)* embryos treated with or without sodium lactate (1 g/kg/d, E8.5–E11.5, *n* ≥ 6). For all panels, data are represented as means ± SD. *P < 0.05; **P < 0.01; ***P < 0.001, 1-way ANOVA (**B**, **C**, **E**, **F**, and **I**). Scale bars: 100 μm (**E** and **F**); 1 mm (**G**). Black arrow indicates midline facial cleft (**G**).

**Figure 4:**
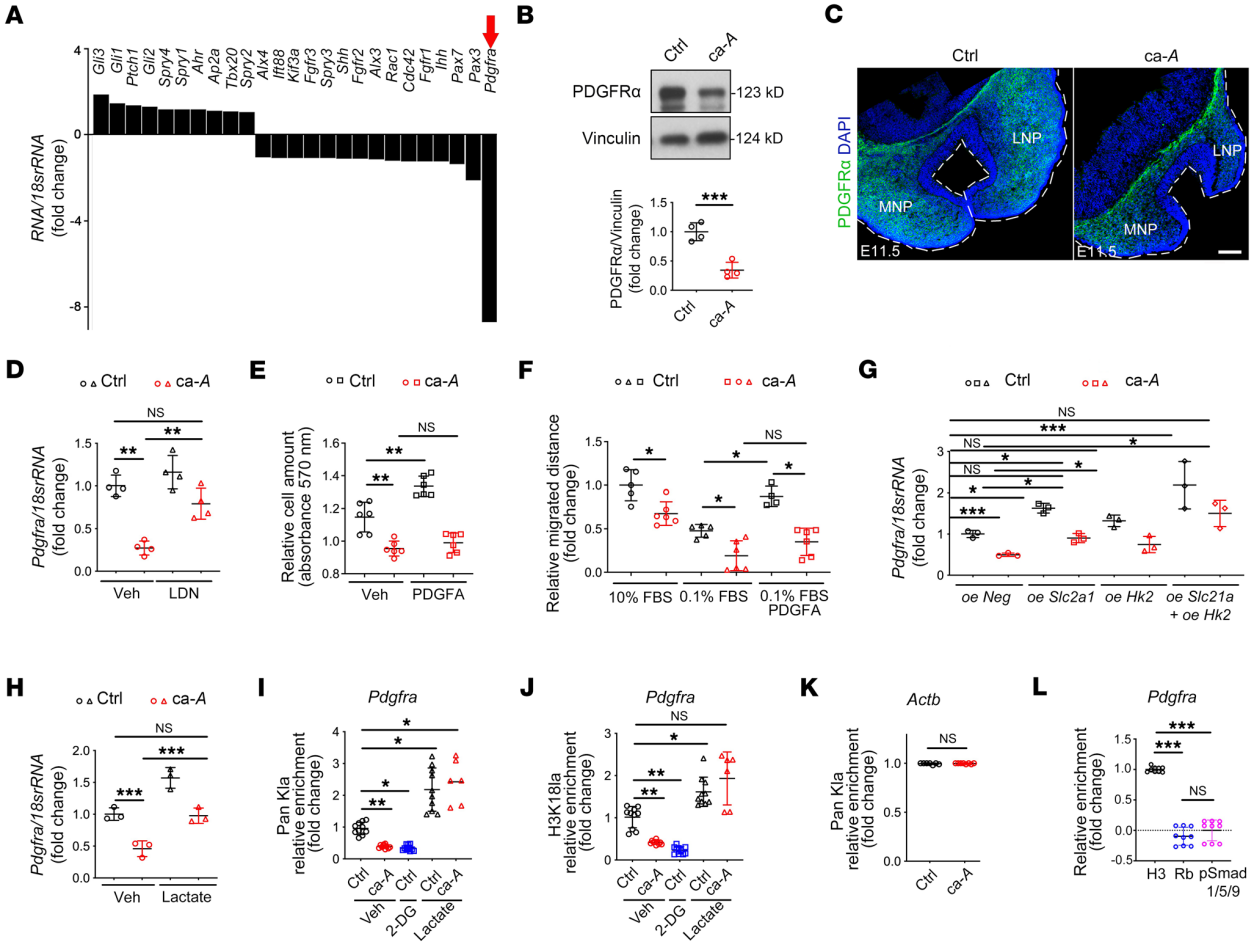
BMP-mediated regulation of histone lactylation in *Pdgfra* gene directs CNCC behaviors. (**A**) Relative mRNA expression of critical genes for midline facial development in E11.5 NP tissues (*n* = 3). Red arrow indicates change of *Pdgfra*. (**B** and **C**) Representative immunoblots (**B**) and immunofluorescence (**C**) of PDGFRα in E11.5 NP tissues (*n* = 4). (**D**) Relative mRNA expression of *Pdgfra* in NP tissues of embryos treated with or without LDN193189 (2 mg/kg/d, E8.5–E11.5, *n* = 4). (**E** and **F**) Cell proliferation assay (**E**) and wound-scratch assay (**F**) of NP cells treated with or without PDGFA (*n* ≥ 5). (**G** and **H**) Relative mRNA expression of *Pdgfra* in NP cells transfected with *Slc2a1* and *Hk2* overexpression plasmid (**G**, *n* = 3) or treated with sodium lactate (**H**, *n* = 3). (**I**–**K**) Results of Pan-Kla and H3K18la occupancy analysis by ChIP–qPCR at the promoter of *Pdgfra* in NP cells treated with or without 2-DG or sodium lactate (**I** and **J**, *n* ≥ 6). *Atcb* was used as a negative control to analyze Pan-Kla occupancy (**K**, *n* ≥ 7). (**L**) Results of pSmad1/5/9 occupancy analysis by ChIP–qPCR at the promoter of *Pdgfra* in control NP cells (*n* = 9). Antibodies against total H3 and preimmune rabbit IgG (Rb) were used as positive and negative controls, respectively (**L**, *n* = 9). For all panels, data are represented as mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001, unpaired 2-tailed Student’s *t* test (**B** and **K**) or 1-way ANOVA (**D**–**J** and **L**). Scale bars: 100 μm.

**Figure 5:**
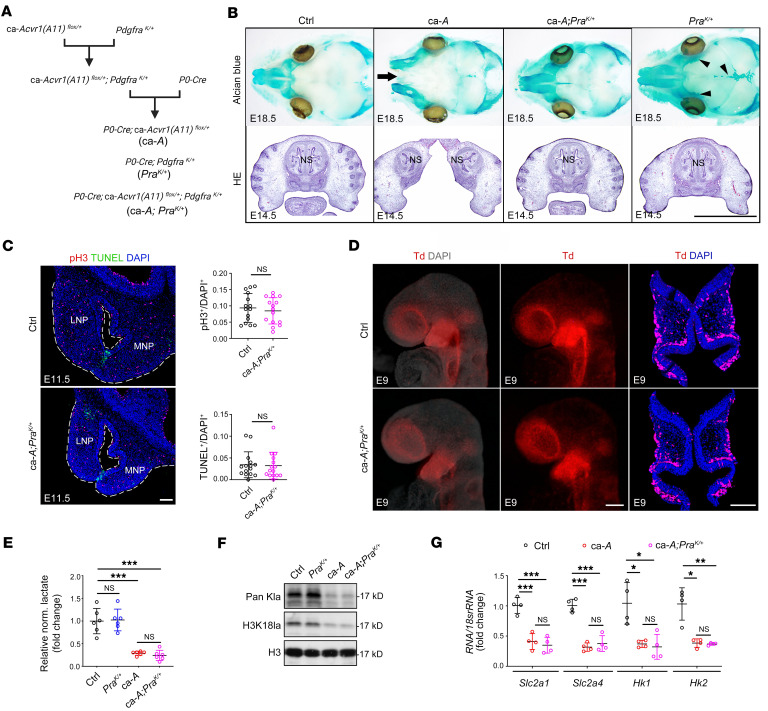
Reduced *Pdgfra* expression downstream of histone lactylation is critical for the midline facial defects of ca-*Acvr1(A11)* mutants. (**A**) Schematic showing the generation of transgenic mice with a constitutively activated *Pdgfra* allele *Pdgfra^K/+^*, *Pdgfra^K/+^* mutants (*Pdgfra^K/+^;P0-Cre*, abbreviated as *Pra^K/+^* in figures), and compound mutants (ca-*Acvr1(A11)^fl/+^*;*Pdgfra^K/+^;P0-Cre*, abbreviated as *ca-A;Pra^K/+^* in figures). (**B**) Whole-mount Alcian blue staining (upper) and H&E staining (lower) of embryo heads from control, ca-*Acvr1(A11)*, *Pdgfra^K/+^* mutants (*Pra^K/+^*), and compound mutants (*ca-A;Pra^K/+^*) at E18.5 and E14.5, respectively (*n* ≥ 6). Black arrow indicates midline facial cleft. Black arrowheads indicate increased cartilage formation in *Pdgfra^K/+^* mutants. (**C**) pH3 immunofluorescence (red) and TUNEL staining (green), and quantification results in E11.5 NP tissues (*n* = 6). (**D**) Lateral view of whole-mount embryo with DAPI staining (left) and without DAPI staining (middle) and coronal sections (right) of control and compound mutants labeled with *R26R^TdTomato^* (*n* = 5). (**E**) Relative normalized lactate levels in E11.5 NP tissues (*n* = 6). (**F**) Representative immunoblots of Pan-Kla and H3K18la in E11.5 NP tissues (*n* = 6). Results shown are from blots run contemporaneously. (**G**) Relative mRNA expression of *Slc2a1*, *Slc2a4*, *Hk1*, and *Hk2* in E11.5 NP tissues (*n* = 4). For all panels, data are represented as means ± SD. *P < 0.05; **P < 0.01; ***P < 0.001, unpaired 2-tailed Student’s *t* test (**C**) or 1-way ANOVA (**E** and **G**). Scale bars: 1 mm (**B**); 100 μm (**C** and **D**).

**Figure 6:**
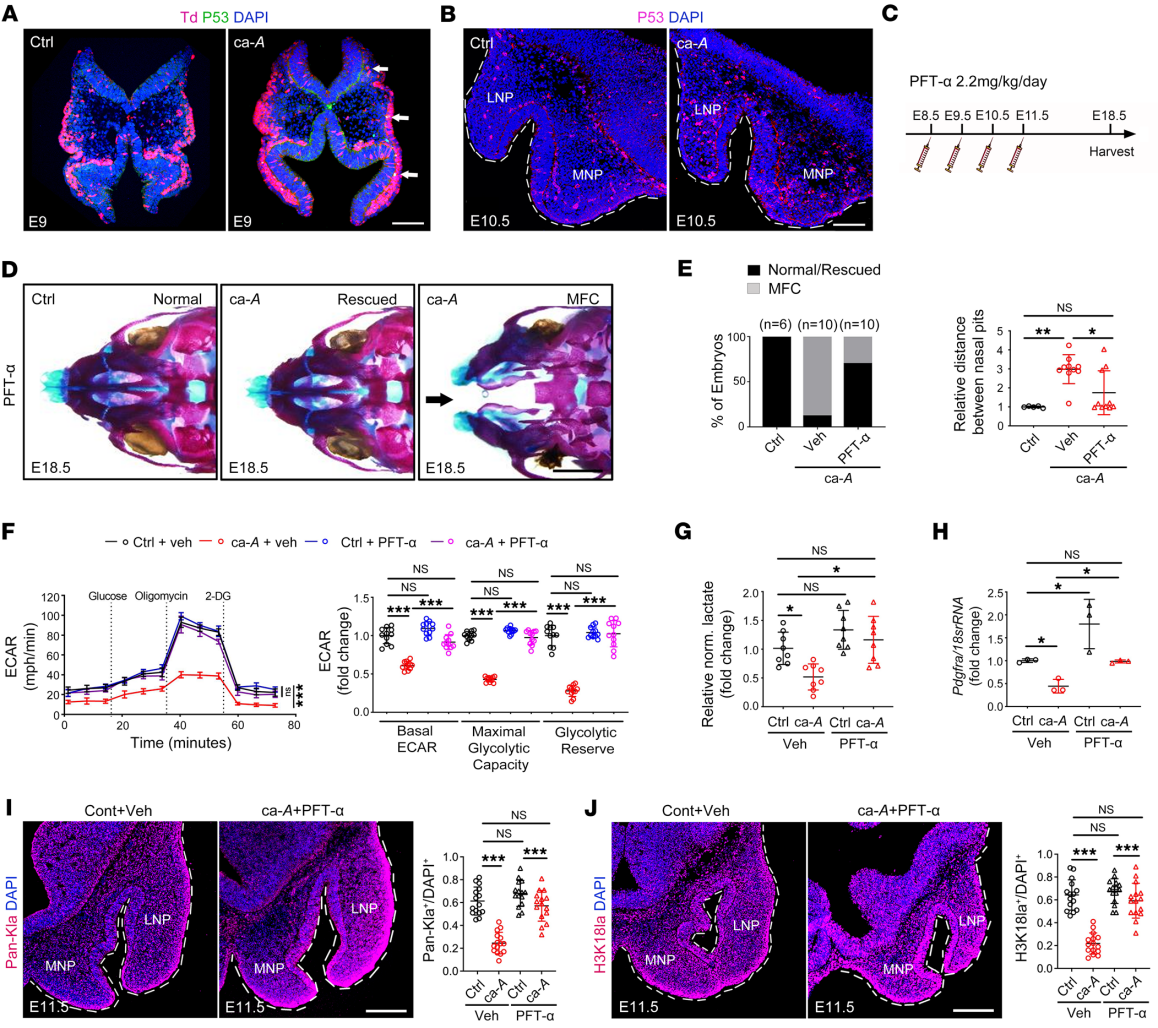
BMP signaling suppresses lactate-derived histone lactylation via potentiating p53 activity. (**A** and **B**) p53 immunofluorescence in E9 migrating CNCCs (**A**, *n* = 6) and E10.5 mesenchymal cells of NP tissues (**B**, *n* = 6). White arrows indicate p53-positive cells in CNCCs. (**C**–**E**) Inhibitor injection schedule (**C**), whole-mount skeletal staining (**D**), quantification of the embryo number (**E**, left), and distance between nasal pits (**E**, right) of embryos treated with or without PFT-α (2.2 mg/kg/d, E8.5–E11.5, *n* ≥ 6). Black arrow indicates midline facial cleft. (**F**) ECAR levels, calculated glycolytic flux, and glycolytic capacity in control and ca-*Acvr1(A11)* NP cells treated with or without PFT-α (*n* = 11). (**G**) Relative normalized lactate levels in control and ca-*Acvr1(A11)* NP cells treated with or without PFT-α (*n* = 8). (**H**) Relative mRNA expression of *Pdgfra* in control and ca-*Acvr1(A11)* NP cells treated with or without PFT-α (*n* = 3). (**I** and **J**) Pan-Kla (red, **I**) and H3K18la (red, **J**) immunofluorescence and quantification results in NP tissues of embryos treated with or without PFT-α administration (2.2 mg/kg/d, E8.5–E11.5, *n* = 6). For all panels, data are represented as means ± SD. *P < 0.05; **P < 0.01; ***P < 0.001, 1-way ANOVA (**E**–**J**). Scale bars: 100 μm (**A**, **B**, **I**, and **J**); 1 mm (**D**).

# Supplementary material for: A BMP-controlled metabolic/epigenetic signaling cascade directs midfacial morphogenesis
**Source:** J Clin Invest. 2024 Mar 11;134(8):e165787. doi: 10.1172/JCI165787
**Supplement:** Supplemental data

**TITLE:** A BMP-controlled metabolic-epigenetic signaling cascade directs midfacial morphogenesis

**AUTHORS:** Jingwen Yang<sup>1,2#\*</sup>, Lingxin Zhu<sup>1,3#</sup>, Haichun Pan<sup>2</sup>, Hiroki Ueharu<sup>2</sup>, Masako Toda<sup>2</sup>, Qian Yang<sup>1</sup>, Shawn A. Hallett<sup>2</sup>, Lorin E. Olson<sup>4</sup>, Yuji Mishina<sup>2\*</sup>

# Jingwen Yang and Lingxin Zhu contribute equally.

## ONLINE SUPPLEMENTAL FIGURES

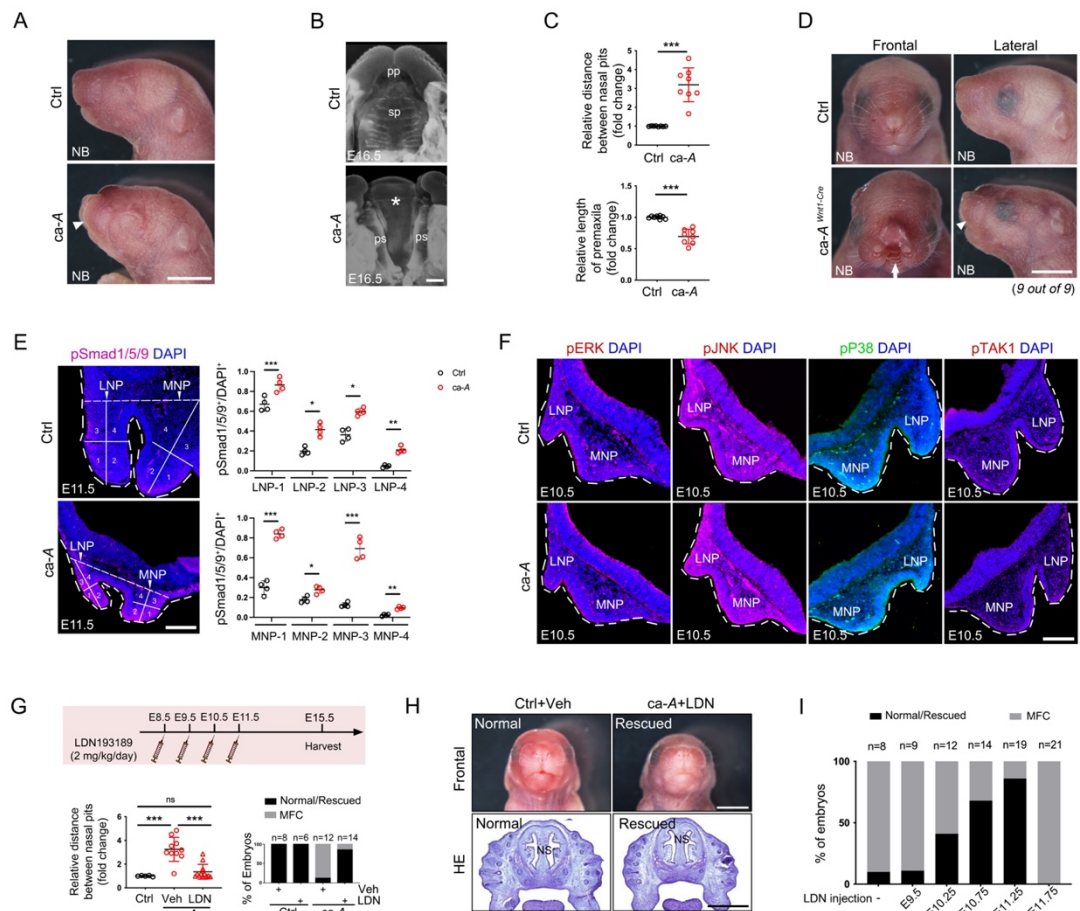

**Figure S1 *ca-ACVR1* in NCCs increases of BMP-Smad signaling causing midline facial defects.**

(A) Lateral view of control and *ca-Acvr1(All)* embryos (*P0-Cre;ca-Acvr1(All)*, abbreviated as *ca-A* in figures) at newborn (NB) stage ( $n = 11$ ). White arrowhead indicates short snouts (100%). (B) Ventral view of DAPI-stained E16.5 embryos from which the lower jaw was removed ( $n = 6$ ). The white asterisk indicates the absence of the primary palate. (C) Quantification results of the distance between nasal pits and the length of the premaxilla ( $n = 8$ ). (D) Gross morphology of control and *Wnt-Cre;ca-Acvr1(All)* (abbreviated *ca-A<sup>Wnt1-Cre</sup>*) embryos at NB stage ( $n = 9$ ). The white arrow indicates midline facial clefting. The white arrowhead indicates a short snout.

(E) Quantification and statistical analysis of pSmad1/5/9-positive cells in eight subregions of NPs ( $n = 4$ ). (F) pERK (red), pJNK (red), pP38 (green) and pTAK1 (red) immunofluorescence of E10.5 NP tissues ( $n = 3$ ). (G) LDN193189 injection schedule (upper), quantification of the relative distance between nasal pits and embryo number (lower) of control and *ca-Acvr1(All)* mutants treated with or without LDN193189 (2 mg/kg/day, E8.5-E11.5,  $n \geq 6$ ). (H) Representative frontal view and hematoxylin and eosin (HE) staining of frontal sections of control and *ca-Acvr1(All)* mutants treated with or without LDN193189 (2 mg/kg/day, E8.5-E11.5,  $n \geq 6$ ). (I) Quantification of *ca-Acvr1(All)* embryo number treated with or without single injection of LDN193189 at indicated stage (2 mg/kg, one injection,  $n \geq 8$ ). For all panels, data are presented as mean  $\pm$  SD. \*\*\* $P < 0.001$ , \*\* $P < 0.01$ , \* $P < 0.05$ , ns no significant difference, determined via unpaired 2-tailed Student's  $t$  test (C, E) or one-way ANOVA (G). Scale bars: 2 mm (A, B, D), 100  $\mu$ m (E, F), 500  $\mu$ m (G). MNP, medial nasal processes; LNP, lateral nasal processes; NS, nasal septum, pp, primary palate; sp, secondary palate; ps, palate shelf.

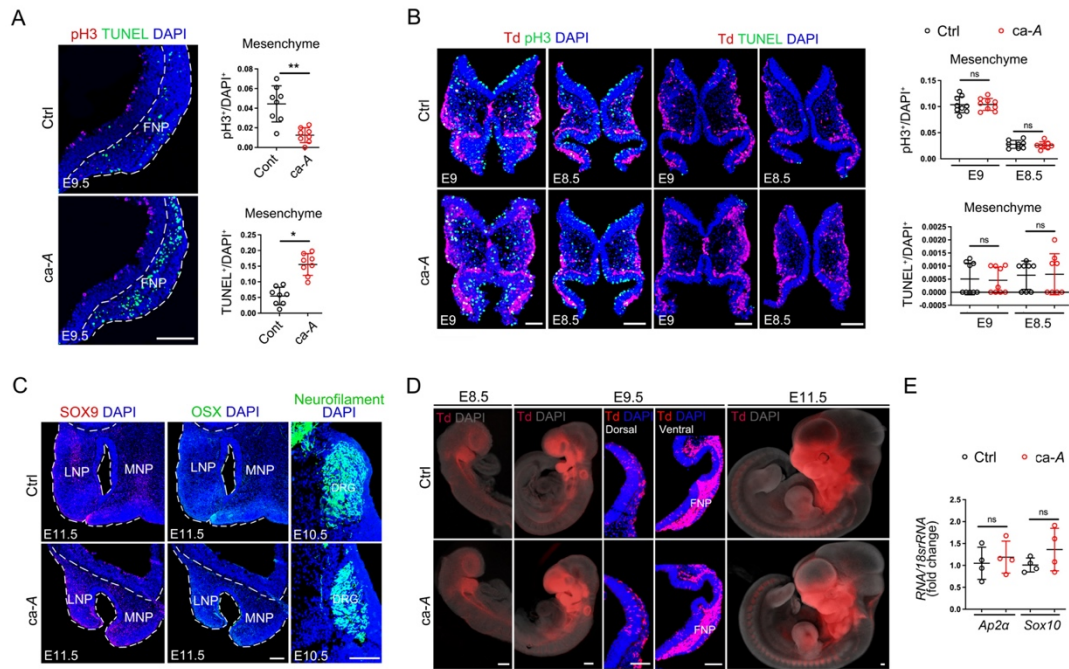

**Figure S2 Enhanced BMP-Smad signaling in CNCCs regulates cell growth, differentiation, and migration in a stage-dependent manner.**

(A) pH3 immunostaining (red), TUNEL staining (green) in E9.5 FNP ( $n = 8$ ). (B) pH3 immunostaining (green, left), TUNEL staining (green, right) in CNCCs (red,  $R26R^{TdTomato}$ -positive) at E9 and E8.5 ( $n \geq 8$ ). (C) SOX9 (red, left), OSX (green, middle) immunofluorescence of NP tissues and Neurofilament (green, right) immunofluorescence of cranial DRG at E11.5 ( $n = 3$ ). (D) CNCCs (red,  $R26R^{TdTomato}$ -positive) distribution in control and *ca-Acvr1(A11)* embryos at indicated stages ( $n \geq 4$ ). (E) Relative mRNA expression of *Ap2α* and *Sox10* in control and *ca-Acvr1(A11)* embryos at E8.5 ( $n = 4$ ). For all panels, data are presented as mean  $\pm$  SD. \*\* $P < 0.01$ , \* $P < 0.05$ , ns no significant difference, determined via unpaired 2-tailed Student's *t* test (A, B, E). Scale bars: 100  $\mu$ m. FNP, frontonasal prominence; DRG, dorsal root ganglion; MNP, medial nasal processes; LNP, lateral nasal processes.

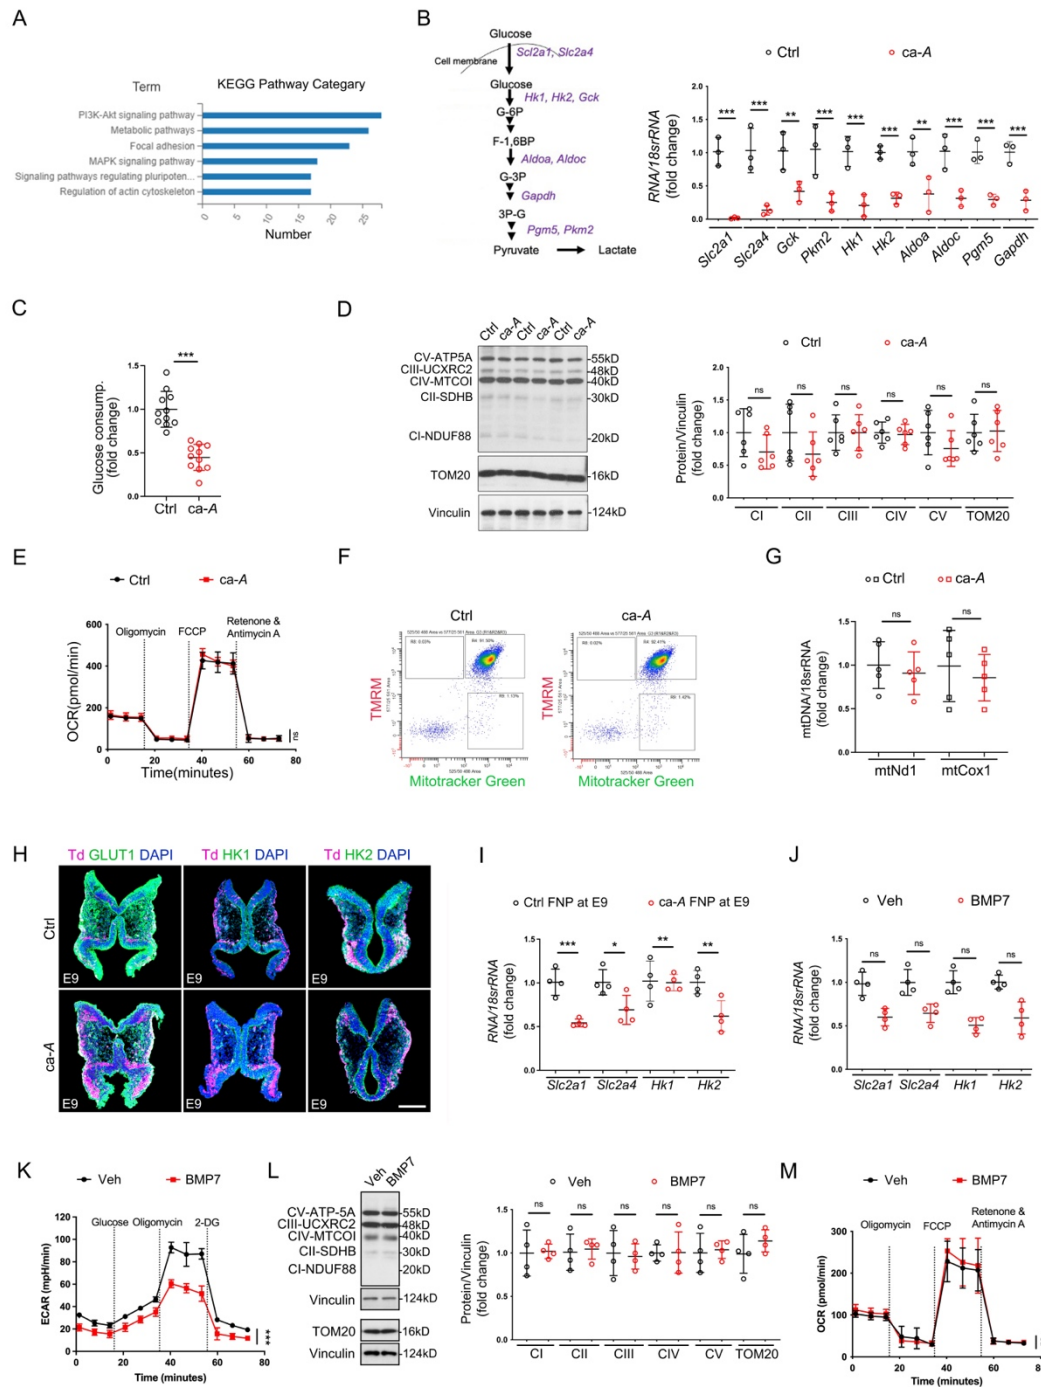

**Figure S3 Enhanced BMP signaling suppresses glycolysis but not mitochondrial respiration in nasal processes.**

(A) The number of differentially expressed genes and names of the most top signaling pathways affected in E11.5 *ca-Acvt1(All)* NP tissues compared with controls by KEGG analysis (n = 3). (B) Relative mRNA expression of key mediators of

glycolysis, such as *Slc2a1*, *Slc2a4*, *Gck*, *Pkm2*, *Hk1*, *Hk2*, *Aldoa*, *Aldoc*, *Pgm5* and *Gapdh* in E10.5 NP tissues ( $n = 3$ ). **(C)** Glucose uptake of NP cells ( $n = 11$ ). **(D)** Representative immunoblots and quantification results of OXPHOS complexes and TOM20 in E10.5 NP tissues ( $n = 6$ ). **(E)** Measurement of oxygen consumption rate (OCR) in NP cells ( $n = 5$ ). **(F)** Flow cytometry results of MitoTracker Green (green) and TMRM (red) in NP cells ( $n = 3$ ). **(G)** Relative DNA levels of mtNd1 and mtCox1 in E10.5 NP tissues ( $n = 5$ ). **(H)** GLUT1 (green, left), HK1 (green, middle), and HK2 (green, right) immunofluorescence in CNCCs (red, *R26R<sup>TdTomato</sup>*-positive) at E9 ( $n = 6$ ). **(I)** Relative mRNA expression of *Slc2a1*, *Slc2a4*, *Hk1*, and *Hk2* in embryo heads at E9 ( $n = 4$ ). **(J)** Relative mRNA expression of *Slc2a1*, *Slc2a4*, *Hk1*, and *Hk2* in O9-1 cells treated with or without BMP7 ( $n = 4$ ). **(K)** Measurement of ECAR in O9-1 cells treated with or without BMP7 ( $n = 6$ ). **(L)** Representative immunoblots and quantification of OXPHOS complexes and TOM20 in O9-1 cells treated with or without BMP7 ( $n = 4$ ). Results shown are from blots run contemporaneously. **(M)** Measurement of OCR in O9-1 cells treated with or without BMP7 ( $n = 6$ ). For all panels, data are presented as mean  $\pm$  SD. \*\*\* $P < 0.001$ , \*\* $P < 0.01$ , \* $P < 0.05$ , ns no significant difference, determined via unpaired 2-tailed Student's  $t$  test (B-E, G, I-M). Scale bars: 100  $\mu$ m (H). See complete unedited blots in the supplemental material.

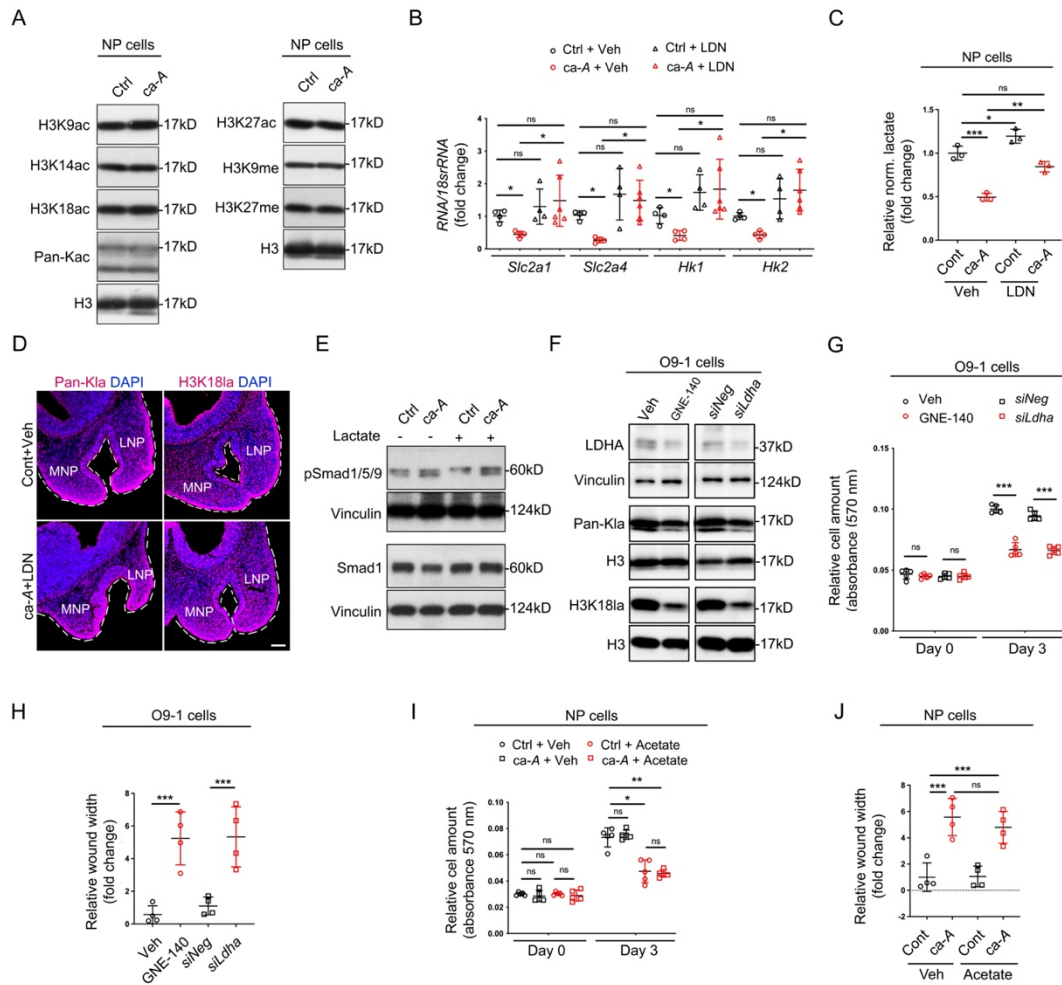

**Figure S4 Histone lactylation, but not acetylation or methylation, regulates the growth and migration of CNCCs.**

(A) Representative immunoblots of acetylation markers (H3K9ac, H3K14ac, H3K27ac, Pan-Kac) and methylation markers (H3K9me, H3K27me) in E10.5 NP tissues ( $n = 6$ ). Results shown are from blots run contemporaneously. (B, C) Relative mRNA expression of *Slc2a1*, *Slc2a4*, *Hk1*, and *Hk2* (B) and relative normalized lactate levels (C) in NP tissues of embryos treated with or without LDN193189 (2 mg/kg/day, E8.5-E11.5,  $n \geq 3$ ). (D) Representative immunostaining of Pan-Kla (red, left) and H3K18la (red, right) in NP tissues of embryos treated with or without LDN193189 (2 mg/kg/day, E8.5-E11.5,  $n \geq 3$ ). (E) Representative immunoblots of pSmad1/5/9, Smad1 in NP cells treated with or without sodium lactate ( $n = 3$ ). Results

shown are from blots run contemporaneously. **(F)** Representative immunoblots of LDHA, Pan-K1a and H3K181a in O9-1 cells treated with GNE-140 for 24 hr or transfected with *Ldha* siRNA ( $n = 6$ ). Results shown are from blots run contemporaneously. **(G, H)** Quantification of cell proliferation assay (G,  $n = 5$ ) and wound scratch assay (H,  $n = 4$ ) results of O9-1 cells treated with GNE-140 or knockdown of *Ldha*. **(I, J)** Quantification of cell proliferation assay (I,  $n = 5$ ) and wound scratch assay (J,  $n = 4$ ) results of NP cells treated with sodium acetate. For all panels, data are presented as mean  $\pm$  SD. \*\*\* $P < 0.001$ , \*\* $P < 0.01$ , \* $P < 0.05$ , ns no significant difference, determined via unpaired 2-tailed Student's  $t$  test (G, H) or one-way ANOVA (B, C, I, J). Scale bars: 100  $\mu$ m (D). See complete unedited blots in the supplemental material.

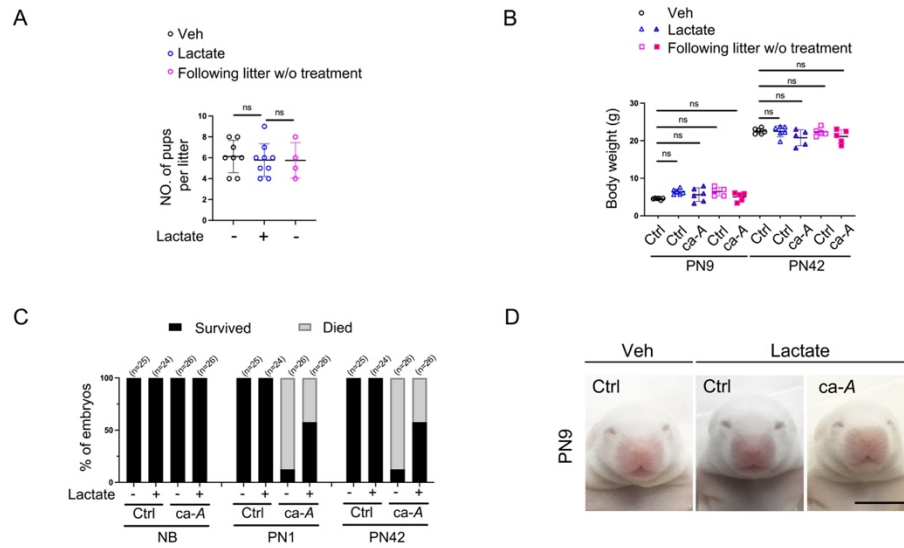

**Figure S5 The rescued *ca-Acyr1(All)* mutants by exogenous sodium lactate can survive postnatally.**

(A) Litter size (number of pups at NB) of females treated with vehicle (Veh,  $n=8$ ) or sodium lactate (lactate,  $n=9$ ). The females in the lactate-treated group were bred again and their litter size was measured (following litter w/o treatment,  $n=4$ ). (B) Body weight of control and *ca-Acyr1(All)* mutant pups treated with veh or sodium lactate ( $n \geq 6$ ). The females in the lactate-treated group were bred again without treatment and their pups' body weights were measured (following litter w/o treatment,  $n \geq 24$ ). (C) The ratio of survived pups in control or mutants treated with or without sodium lactate at NB, PN1, and PN42 ( $n \geq 24$ ). (D) Frontal view of PN9 pups treated with or without sodium lactate ( $n \geq 5$ ). ns no significant difference, determined via one-way ANOVA (A, B). Scale bar: 1 mm (D).

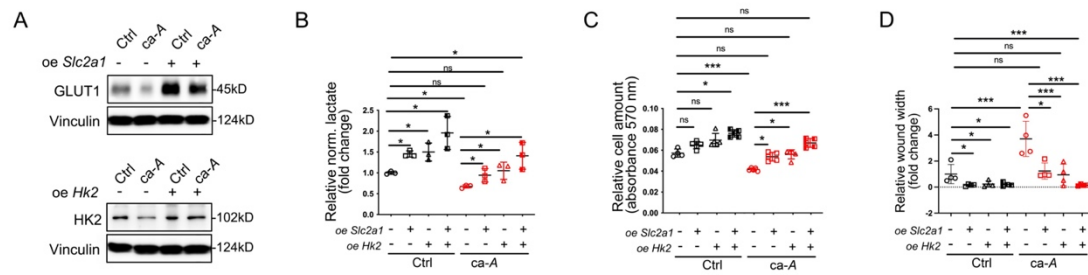

**Figure S6 Restoring expression of glycolysis mediators ameliorates the growth and migration defects of *ca-Acvr1(A11)* NP cells.**

(A) Representative immunoblots of GLUT1 and HK2 in NP cells transfected with *Slc2a1* or *Hk2* plasmid for 24 hr ( $n = 3$ ). Results shown are from blots run contemporaneously. (B) Relative normalized lactate levels in NP cells transfected with *Slc2a1* or *Hk2* plasmid for 24 hr ( $n = 3$ ). (C, D) Quantification of cell proliferation assay (C) and wound scratch assay (D) of NP cells transfected with *Slc2a1* or *Hk2* plasmid for 24 hr ( $n \geq 4$ ). For all panels, data are presented as mean  $\pm$  SD. \*\*\* $P < 0.001$ , \* $P < 0.05$ , ns no significant difference, determined via one-way ANOVA (B-D). See complete unedited blots in the supplemental material.

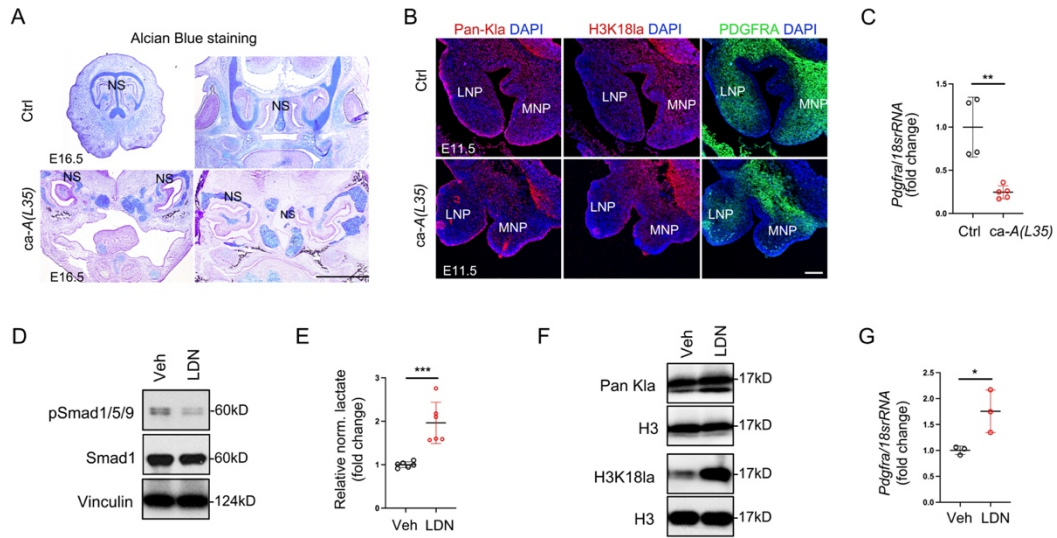

**Figure S7 BMP-mediated regulation of *Pdgfra* histone lactylation is not restricted in CNCCs of *ca-Acvr1(A11)* mutants.**

(A) Alcian blue staining of frontal sections of control and *ca-Acvr1(L35)* facial structures at E16.5 ( $n = 4$ ). (B) Representative immunostaining of Pan K $\alpha$  (red, left), H3K18 $\alpha$  (red, middle), and PDGFRA (green, right) in control and *ca-Acvr1(L35)* NP tissues at E11.5 ( $n = 5$ ). (C) Relative mRNA expression of *Pdgfra* in control and *ca-Acvr1(L35)* NP tissues at E11.5 ( $n \geq 4$ ). (D-G) Representative immunoblots of pSmad1/5/9 and Smad1 (D,  $n = 3$ ), relative normalized lactate levels (E,  $n = 6$ ), representative immunoblots of Pan-K $\alpha$  and H3K18 $\alpha$  (F,  $n = 3$ , results shown are from blots run contemporaneously.), and relative *Pdgfra* mRNA expression (G,  $n = 3$ ) in O9-1 cells treated with or without LDN193189. For all panels, data are presented as mean  $\pm$  SD. \*\*\* $P < 0.001$ , \*\* $P < 0.01$ , \* $P < 0.05$ , determined via unpaired 2-tailed Student's  $t$  test (C, E, G). Scale bars: 1 mm (A), 100  $\mu$ m (B). NS, nasal septum, MNP, medial nasal processes, LNP, lateral nasal processes. See complete unedited blots in the supplemental material.

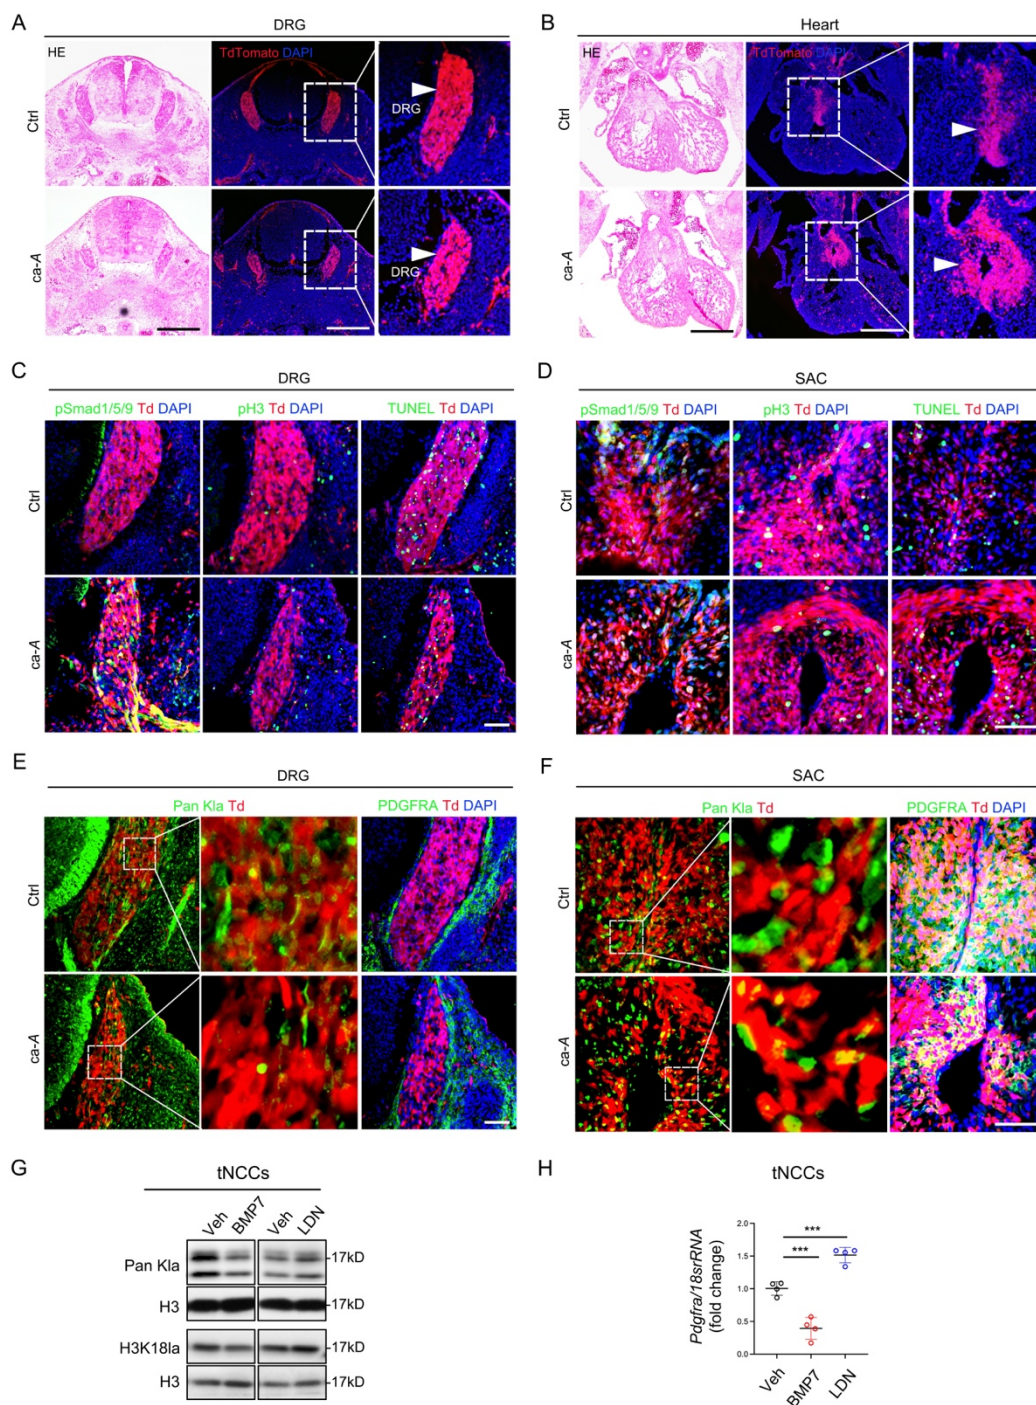

**Figure S8 Augmented BMP signaling also caused developmental defects in trunk and cardiac NCC-derivatives accompanied with decreased histone lactylation and PDGFRA.**

(A, B) HE (left) and DAPI (right) staining of transverse sections of DRG (A) and

heart tissues (B) of E12.5 embryos labeled with  $R26R^{tdTomato}$  ( $n = 5$ ). (C, D) Representative immunostaining of pSmad1/5/9 (green, left), pH3 (green, middle), and TUNEL (green, right) of DRG (C) and heart tissue (D) in E12.5 embryos labeled with  $R26R^{tdTomato}$  ( $n = 5$ ). (E, F) Representative immunostaining of Pan K1a (green, left and middle), and PDGFRA (green, right) of DRG (E) and heart tissue (F) in E12.5 embryos labeled with  $R26R^{tdTomato}$  ( $n = 5$ ). (G, H) Representative immunoblots of Pan-K1a and H3K181a (G, results shown are from blots run contemporaneously), relative *Pdgfra* mRNA expression (H) in trunk NCCs (tNCCs) treated with BMP7 or LDN193189 ( $n = 4$ ). For all panels, data are presented as mean  $\pm$  SD. \*\*\* $P < 0.001$ , determined via one-way ANOVA (H). Scale bars: 500  $\mu$ m (A, B), 100  $\mu$ m (C, D, E, F). DRG, dorsal root ganglion. White arrowheads indicate neural crest derived tissues (A, B). See complete unedited blots in the supplemental material.

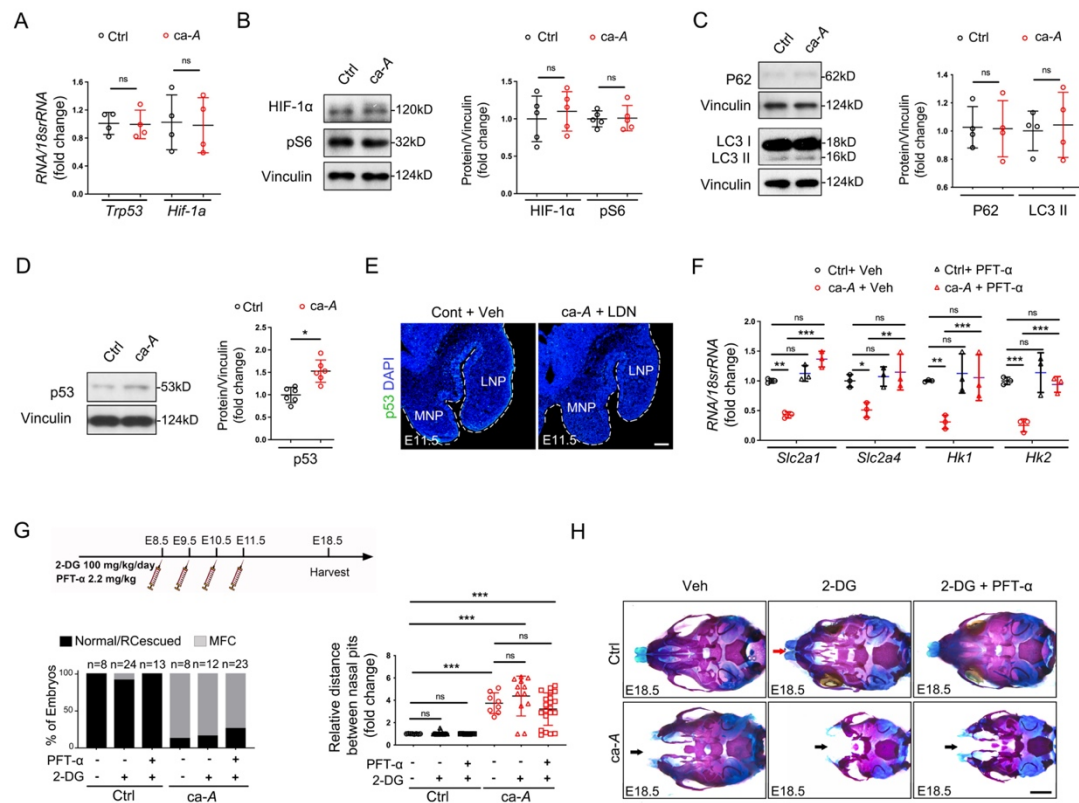

**Figure S9 p53 functions as the upstream of glycolysis in the midline facial development.**

(A) Relative mRNA expression of *Trp53* and *Hif-1a* in E10.5 NP tissues ( $n = 4$ ). (B-D) Representative immunoblots and quantification of HIF-1 $\alpha$  and pS6 (B,  $n = 5$ ), LC3II and P62 (C,  $n = 4$ ), and p53 (D,  $n = 6$ ) in E10.5 NP tissues. Results shown are from blots run contemporaneously. (E) Representative immunostaining of p53 in NP tissues of embryos treated with or without LDN193189 (2 mg/kg/day, E8.5-E11.5,  $n \geq 3$ ). (F) Relative mRNA expression of *Slc2a1*, *Slc2a4*, *Hk1*, and *Hk2* in NP cells treated with or without PFT- $\alpha$  for 24 hr ( $n = 4$ ). (G, H) Inhibitor injection schedule (G, upper), quantification of the embryo number and distance between nasal pits (G, lower), and whole-mount skeletal staining (H) of embryos treated with or without 2-DG (100 mg/kg/day, E8.5-E11.5) and PFT- $\alpha$  (2.2 mg/kg/day, E8.5-E11.5).  $n \geq 8$ .

Black arrows indicate midline facial clefting. Red arrow indicates bifid nasal tip. For

all panels, data are presented as mean  $\pm$  SD. \*\*\* $P < 0.001$ , \*\* $P < 0.01$ , \* $P < 0.05$ , ns no significant difference, determined via unpaired 2-tailed Student's  $t$  test (A-D) or one-way ANOVA (F, G). Scale bars: 100  $\mu$ m (E), 1 mm (H). MNP, medial nasal process, LNP, lateral nasal process. See complete unedited blots in the supplemental material.

## **ONLINE SUPPLEMENTAL TABLES**

**Supplementary Table S1. Genotyping PCR primers.**

**Supplementary Table S2. qRT-PCR primers.**

**Supplementary Table S3. ChIP-qPCR primers.**

**Supplementary Table. S4. Antibodies used in this study.**

## **SUPPLEMENTAL EXPERIMENTAL PRECEDURE**

### **Histology and immunostaining**

For histology, staged embryos were dissected in ice-cold phosphate buffered saline (PBS), fixed for 2 hr in 4% paraformaldehyde (PFA) and embedded in optimum cutting temperature (O.C.T.) compound. Sections were cut at 10  $\mu$ m and stained with hematoxylin and eosin (HE), safranin O and fast green, Alcian blue, or immunostained according to standard protocols. The following antibodies were used for immunostaining: anti-PDGFR $\alpha$  (1:300; R&D Systems), anti-pH3 (1:600, Millipore), anti-p53 (1:200, Cell Signaling Technology), anti-GLUT1 (1:100, Abcam), anti-HK1 (1:100, Cell Signaling Technology), anti-HK2 (1:100, Cell Signaling Technology), anti-pSmad1/5/9 (1:100, Cell Signaling Technology), anti-pERK (1:100, Cell Signaling Technology), anti-pJNK (1:100, Cell Signaling Technology), anti-pP38 (1:100, Cell Signaling Technology), anti-pTAK1 (1:100, Cell Signaling Technology), anti-Pan-Kla (1:200, PTM), anti-H3K18la (1:200, PTM), anti-SOX9 (1:200, Millipore), anti-OSX (1:300, Abcam), anti-Neurofilament (1:100, Santa Cruz). The levels of cell death were measured by employing the TUNEL method using an In Situ Cell Death Detection Kit (Roche). DNA strand breaks were labeled with fluorescein and visualized with FITC. Nuclei were stained with 4',6-diamidino-2-phenylindole (DAPI).

### **Whole mount DAPI staining**

Whole-mount DAPI staining was performed as previously described (1). Briefly, E8.5-E12.5 and E16.5 embryos were harvested, fixed for 2 hr in 4% PFA and then

incubated with 5 mg/ml DAPI in PBS overnight at 4 °C after washing three times with PBS. After three washes with PBS, the embryos were placed under a fully automatized Nikon Ti microscope, and pictures were taken every 3 µm in the z-axis to cover all embryo thicknesses. The maximum projection of all the z-axis images using Fiji software revealed the fine topological details of the embryos.

### **RNAscope in situ hybridization**

To detect single mRNA molecules, RNAscope was performed on 15 µm sections of O.C.T. compound-embedded embryos at E11.5. The sections were dried for 10 minutes (min) at 40 °C and kept at –80 °C. In this study, one 3-plex positive control probe, Mm PPIB (ACD, 320881); one 3-plex negative control probe (ACD, 320871); and a probe against Mm-*Acvr1* (ACD, 312411) were used. In situ hybridization was performed according to the protocol of the RNAscope Multiplex Fluorescent Reagent Kit v2 (ACD, 320293). Briefly, sections were dried in an oven at 40 °C for 3-4 min prior to incubation in cold 4% PFA for 25 min. The slides were then dehydrated in 50%, 70% and 100% ethanol for 5 min each at room temperature (RT). After drying the slides for 5 min at RT, H<sub>2</sub>O<sub>2</sub> was added, and the slides were incubated for 10 min at RT. For antigen accessibility, the slides were treated with Protease IV for 20 min at RT, incubated in boiling antigen retrieval solution (< 98 °C) for 15 min, washed in water twice, dehydrated in 100% ethanol and finally treated with Protease Plus for 40 min at 40 °C. After washing twice in PBS, the slides were incubated with C1 probes for 2 hr at 40 °C. The probes were detected with Opal 570 reagent (PerkinElmer, FP1488A). To quench autofluorescence due to the accumulation of lipofuscin or other protein aggregates, the slides were incubated with TrueBlack (Biotium, 23007) for 30 sec at RT. Before mounting the slices, DAPI was added to

label the nuclei. Images were acquired using a Nikon confocal microscope.

### **O9-1 cell culture**

The O9-1 cells were kindly provided by Dr. Robert E. Maxson at the University of Southern California, Los Angeles, USA. The O9-1 cells were cultured under undifferentiating conditions by following a previously published protocol (2). The culture medium used consisted of Dulbecco's modified Eagle's medium (DMEM) supplemented with 15% fetal bovine serum (FBS), 0.1 mM MEM nonessential amino acids, 1 mM sodium pyruvate, 55  $\mu$ M  $\beta$ -mercaptoethanol, 100 units/ml penicillin/streptomycin and 2 mM L-glutamine. Importantly, the medium was conditioned with growth-inhibited STO (mouse embryonic fibroblast cell line) feeder cells overnight, filtered (0.22  $\mu$ m pore size) and further supplemented with 25 ng/ml basic fibroblast growth factor (R&D Systems, 233-FB) and 1000 U of leukemia inhibitory factor (Millipore, ESG1106). For the siRNA knockdown experiments, O9-1 cells were washed twice with PBS and transferred to culture medium without antibiotics 1 hr before transfection. Negative control siRNA (scrambled, 20 pmol per reaction; Thermo Fisher Scientific), *siLdha* (20 pmol per reaction; Thermo Fisher Scientific, s63417) was transfected into cells using Lipofectamine RNAiMAX (Thermo Fisher Scientific, 13778150) following the manufacturer's standard protocol. The inhibitors or ligands used to treat O9-1 cells were as follows: GNE-140 (3 nmol final concentration; Sigma-Aldrich, SML2580), LDN193189 (100 nmol final concentration), or BMP7 (100 ng/ml final concentration; R&D Systems, 354-BP-010). After transfection or inhibitor treatment, cells were harvested for cell proliferation assays, wound scratch assays, western blot analysis or qRT-PCR analysis at the indicated time points.

## Isolation and culture of CNCCs and tNCCs

The isolation of CNCCs-derived cells from NP tissues (NP cells) was performed according to previously described methods with minor modifications (3). In brief, after isolating NP tissues from E11.5 embryos, the epithelia were removed using microdissection forceps after digestion with 10 U/ml dispase (Gibco, 1657335) for 10 min at 37 °C. Mesenchymal tissues were then dissociated into a single-cell suspension by digestion with the enzyme TrypLE (Thermo Fisher Scientific, 12605028) for 3 min at 37 °C and filtered to remove undigested tissues. Cells were cultured using DMEM/F12 medium (1:1) supplemented with 15% FBS and antibiotics. The isolation of tNCCs was performed according to previously described methods (4). Cells at passage 1-2 were used in experiments. For transfection, NP cells were transfected with plasmids overexpressing *Slc2a1* (Origene plasmid MR207871L4) and *Hk2* (Origene plasmid MR211170L4) using Lipofectamine 3000 reagent according to the manufacturer's instructions. Overexpression of GLUT1 or HK2 was confirmed by SDS PAGE followed by western blot analysis. Simultaneously, NP cells transfected with the empty pLenti-C-mGFP-P2A-Puro vector (Origene, PS100093V) were used as controls (*oe Neg*). NP cells or tNCCs were treated with inhibitors or stimulated with ligands at the indicated times and concentrations. The inhibitors or ligands used in this study were as follows: LDN193189 (100 nmol final concentration), sodium lactate (10 mmol final concentration; Sigma-Aldrich, 71718), PFT- $\alpha$  (10  $\mu$ mol final concentration; Sigma-Aldrich, P4359), 2-DG (1 and 5 mmol final concentration; Sigma-Aldrich, D6134), sodium acetate (10 mmol final concentration; Sigma-Aldrich, S2889), PDGFA (100 ng/ml final concentration; R&D Systems, 221-AA-010), and BMP7 (100 ng/ml final concentration; R&D Systems, 354-BP-010).

### **Cell wound scratch assay**

NP cells or O9-1 cells were seeded on Matrigel-coated cover slips in 12-well plates at a density of  $1 \times 10^5$  cells per well. After reaching 70–80% confluency, the cells were starved for 24 hr in DMEM/F12 containing 0.5% FBS. In some experiments, serum-starved cells were pretreated with PDGFA (R&D Systems), 2-DG (Sigma), sodium L-lactate (Sigma), or sodium acetate (Sigma) or transfected with *Ldha siRNA*, *Slc2a1* or *Hk2* overexpression plasmids before scratching. After treatment with low-serum medium (DMEM/F12 containing 0.5% FBS) with 10 mg/ml mitomycin C for 2 hr to exclude the secondary effects of growth differences, the scratch was mechanically created using a sterile P200 pipette tip and washed twice with starvation medium to remove cell debris. The wound area was then photographed at marked positions (3 different fields per well). The cells were allowed to migrate for 24 hr at 37 °C before the same fields were recorded. All experiments were performed in triplicate. The scratch results were measured with ImageJ software (NIH, Bethesda, USA).

### **Cell proliferation assay**

Cells were seeded at  $5 \times 10^3$  cells per well in 96-well plates, and the cell number was determined using a standard crystal violet staining protocol (5).

### **In vivo inhibitor administration**

LDN193189, PFT- $\alpha$ , 2-DG, and sodium-L-lactate were used for the treatment of animals. LDN193189 was dissolved in sterile endotoxin-free water (3). PFT- $\alpha$  was dissolved in 50% DMSO in PBS at 1.68 mg/ml and diluted ten times with PBS before injection (6). 2-DG and sodium-L-Lactate were dissolved in PBS. After optimizing the dosage and injection schedule, 2 mg of LDN193189, 2.2 mg of PFT- $\alpha$ , 200 mg of

2-DG, or 1 g of sodium L-lactate per kilogram body weight was used once per day. For single injection, 2 mg of LDN193189 was intraperitoneally injected into pregnant mice once at E9.5, E10.25, E10.75, E11.25 or E11.75, respectively. For continuous injection, each chemical was intraperitoneally injected into pregnant mice starting on days E8.5 to E11.5. Embryos at E18.5 were collected for whole-mount alizarin red and/or Alcian blue staining. Embryos at E11.5 and E15.5 were collected for western blot analysis, immunostaining and histological staining. With sodium lactate injection, pups at newborn (NB), postnatal day 1 (PN1), PN9 and PN42 were collected for gross morphology and body weight measurement. The litter size of females with sodium lactate injection was counted.

### **Whole-mount alizarin red and Alcian blue staining**

After removing the skin and adipose tissue, embryo heads were fixed in 95% ethanol overnight, stained with Alcian blue solution (0.015% [w/v]), destained with 70 and 95% ethanol, and precleared with 2% potassium hydroxide solution. After being stained or not stained with alizarin red (0.015% [w/v]) for 2 hr, samples were destained in 20% glycerol/1% KOH solution and stored in 50% glycerol/47.5% ethanol solution before photographs were obtained under a stereomicroscope.

### **Lactate assay**

Tissue or cellular lactate levels were measured using a lactate assay kit (Sigma-Aldrich, MAK064) in accordance with the manufacturer's protocol. Briefly, cells with different treatments or NP tissues from E11.5 embryos were washed with cold PBS and lysed in lactate lysis buffer. The lysate was collected and vortexed to ensure complete cell lysis. The samples were immediately frozen in liquid nitrogen and

stored at -80 °C or processed for assay. The values obtained from this assay were normalized to the total protein amount in each sample as measured using a Pierce BCA protein assay kit (Thermo Fisher).

### **Glucose uptake assay**

For the glucose uptake assay, NP cells were cultured at  $1 \times 10^4$  cells/well in a clear-bottom 96-well plate. Following an appropriate incubation, glucose uptake was measured using Glucose Uptake-Glo™ Assay (Promega, J1341) according to the manufacturer's instructions.

### **2-NBDG uptake assay**

E11.5 control and *ca-Acvr1(All)* mutant embryos were dissected and incubated in 500 µl of a 1 mM solution of the fluorescent glucose analog 2-NBDG for 1 hr at 37 °C. Following incubation, the embryo heads were fixed in 4 % PFA for 2 hr at RT and imaged using a fluorescence stereomicroscope.

### **Untargeted metabolomics**

NP cells from control and *ca-Acvr1(All)* embryos were cultured on 10 cm dishes. After reaching approximately 70% confluency, the cells were washed with 150 mM ammonium acetate (Sigma-Aldrich, A7330-100g) quickly (<30 seconds). The cells were then quenched by pouring liquid nitrogen directly onto the cell plate. Then, samples were processed using a single liquid-liquid extraction (SLLE) method with the addition of 1 mL of a chilled 1:1:1 (v/v/v) mix of acetonitrile (Supelco, AX0156-1), methanol (Supelco, MX0486-1), and acetone (Supelco, AX0156-1) containing a mixture of <sup>13</sup>C-labeled glycolysis internal standards at known concentrations for 10

min at 2-8 °C to precipitate the protein content. The samples were sonicated in chilled water for 10 min to increase the efficacy of precipitation. Centrifugation was performed at 12,000 RPM for 10 min at 4 °C to separate the precipitated proteins. An internal control sample was created by pooling equal volumes from each unknown sample to observe the continuity of the mass spectrometry output for final analysis. A volume of 200 µl from the resulting supernatant was brought to complete dryness using 100% nitrogen gas at the ambient temperature for 2 hr. The dried samples were then reconstituted with reconstitution solvent consisting of 20% methanol and an additional 2 internal standards (1:2 reconstitution solvent volume: dried sample volume). After a short burst of vortexing, the samples were centrifuged for clarification by pelleting any solute not removed during the SLLE process. The resulting volume was then analyzed by LC-MS for ion pairing reversed-phase (IPRP) analysis. The analysis was performed on an Agilent system consisting of an Infinity Lab II UPLC coupled with a 6545 QT mass spectrometer (Agilent Technologies, Santa Clara, CA) using a JetStream ESI source in negative mode. The metabolites were identified by matching the retention time and mass (+/- 10 ppm) to authentic standards. The peak areas were integrated using Profinder v8.00 (Agilent Technologies, Santa Clara, CA.) Nontargeted data analysis was performed using Agilent's MassHunter Find by Molecular Feature workflow (v7.0) with recursion using Agilent's Mass Profiler Pro (v8.0.) The dataset was processed using Binner1 to remove degenerate features, and the resulting features were searched against the Metabolomics Workbench Refmet database (<https://www.metabolomicsworkbench.org/databases/refmet/index.php>) to provide MSI2 Level III identifications or to an in-house library of authentic standards to provide MSI Level I identifications.

### **Seahorse assay for measuring ECARs or OCRs in live cells**

Control and *ca-Acyr1(All)* NP cells were isolated as described above, and the number of live cells was determined via a Trypan blue (Sigma-Aldrich, T8154) exclusion test. A total of  $1 \times 10^5$  live cells per well were seeded in Matrigel-coated XFp cell plates (Agilent, 103022-100) and allowed to attach for 4 hr in culture medium. The cells were rinsed once with medium to discard nonattached cells.

To measure ECARs, cells were incubated for 1 hr in 180  $\mu$ l of Seahorse XF complete DMEM supplemented with 2 mM glutamine (pH adjusted to 7.4). The microplate was incubated in a non-CO<sub>2</sub> 37 °C incubator for 1 hr. Following incubation, the Seahorse assay was run in a Seahorse XFp analyzer according to the manufacturer's instructions. Inhibitors were used at the following concentrations: 1 mM oligomycin, 2 mM FCCP and 5 mM 2-DG (Agilent, 103015-100). ECAR measurement in NP cells subjected to BMP7 or PFT- $\alpha$  was performed in the same manner with the following exceptions: the cells were treated with BMP7 (100 ng/ml) for 4 hr or PFT- $\alpha$  (10  $\mu$ M) for 24 hr and then dissociated, plated in XFp plates and allowed to attach for 24 hr.

To measure the OCRs, cells were incubated for 1 hr in nonbuffered XF Base DMEM minimal medium (Agilent, 103334) supplemented with 1 mM pyruvate (Thermo Fischer Scientific, 11360), 10 mM glucose (Sigma-Aldrich G7021) and 2 mM glutamine (Thermo Fischer Scientific, 25030) (pH adjusted to 7.4). The microplate was incubated in a non-CO<sub>2</sub> 37 °C incubator for 1 hr. The OCR was measured on a Seahorse XFp Extra Flux Analyzer following the manufacturer's instructions. Mitochondrial inhibitors were used at the following concentrations: 1 mM oligomycin, 2 mM FCCP and 0.5 mM antimycin A/rotenone (Agilent, 103015-100).

After the ECAR and OCR measurements, the cells from each well were fixed with 4% PFA, stained with DAPI and quantified. The raw OCR and ECAR values were normalized for differences in cell number between individual wells. The basal ECAR, maximal glycolytic capacity, glycolytic reserve, basal OCR, maximal respiratory capacity, and ATP turnover were calculated as previously described (7).

### **Neural crest explant cultures**

Neural crest explant cultures were performed according to previous reports (8). Briefly, neural tubes anterior to the first pharyngeal arch were dissected from E8.5 embryos. Following two brief washes in ice-cold PBS, the heads were sagittally split into two equal halves. The tissue was incubated in 0.5% trypsin/2.5% pancreatin in PBS for 5 min on ice and then in DMEM with 10% FBS for 10 min to stop the reaction. The head mesenchyme was carefully dissected and isolated with fine-tipped Dumont #5 tweezers, and the neural tube was transferred to fibronectin-coated cover slips in a 6-well plate. For NCC emigration assays, neural tubes were cultured in DMEM/F12 with 10% FBS for 6 hr. The explants were then treated with low-serum medium (DMEM/F12 containing 0.5% FBS) with 10 mg/ml mitomycin C for 2 hr. The culture medium was replaced with low-serum medium and maintained for 24 hr. The results were recorded at 8 hr and 24 hr.

### **RNA isolation, RNA-Seq and qRT-PCR**

Total RNA was isolated using TRIzol reagent following the manufacturer's protocol. This method was employed to isolate RNA for qRT-PCR and RNA-seq analysis. For RNA-seq analysis, RNA was submitted to the Advanced Genomics Core, University

of Michigan. RNA-seq of E11.5 Control and ca-*Acvr1*(*All*) NPs was performed using the Illumina HiSeq 2000 platform. Kyoto Encyclopedia of genes and genomes (KEGG) pathway enrichment analysis of differentially expressed genes was performed using DAVID. All differentially expressed genes were mapped to the KEGG database, and searched for significantly enriched KEGG pathways at  $p < 0.05$  level. For qRT-PCR, first-strand cDNA was synthesized with 1 mg of denatured RNA using a SuperScript First-Strand Synthesis System (Thermo Fisher Scientific, 11904-018) with an ABI PRISM 7500 (Applied Biosystems) to measure the relative mRNA levels using a SYBR Green kit (Thermo Fisher Scientific, 4367659). Each reaction was performed in triplicate. The quantity of each experimental sample was first determined using a standard curve based on the cycle threshold (Ct) values and then expressed relative to the internal control. The data were normalized to *18S* rRNA levels using the  $2^{-\Delta\Delta Ct}$  method. The DNA sequences of the primers used for qRT-PCR are summarized in Table S2.

### **ChIP assay**

ChIP was performed on NP cells using a SimpleChIP® Enzymatic Chromatin IP Kit (Cell Signaling Technology, S9003) according to the manufacturer's instructions. Briefly, cells were harvested and resuspended in fresh culture medium, crosslinked with 1% formaldehyde for 10 min, and quenched with 0.125 M glycine for 5 min at RT. The harvested cells were washed twice with ice-cold PBS and then resuspended in nuclear preparation buffer. The nuclear pellet was harvested and resuspended in shearing buffer and sonicated on ice until the sheared DNA was approximately 200–1,000 bp in size. The samples were then centrifuged at  $16,000 \times g$  for 10 min at 4 °C to remove debris, and the supernatants were diluted 1:1 in dilution buffer. The prepared

material was then used for protein/DNA immunoprecipitation. Antibodies directed against Pan-Kla, H3K18la, pSmad1/5/9, An antibody against total histone 3 (H3, positive control), or rabbit IgG (negative control) (Cell Signaling) were prebound to the assay wells, and immunoprecipitation reactions were carried out with chromatin extracts. Five percent of the chromatin extract was set aside as input. After immunoprecipitation, crosslink reversal was carried out, and the precipitated DNA was purified. The DNA was quantified by qRT–PCR analysis. All ChIP signals were normalized to the input, and the fold enrichment relative to IgG controls was compared. The primer sequences used to amplify the proximal promoter regions of the mouse genes are listed in Table S3.

### **Protein isolation and western blotting**

For protein extraction, harvested NP tissues from each embryo or NP cells with different treatment were washed with PBS containing protease and phosphatase inhibitors (Thermo Fischer Scientific, 78420). The tissues were homogenized with Precellys Tissue Homogenizer (Bertin Instruments) in radioimmunoprecipitation assay buffer supplemented with deoxyribonuclease I and protease inhibitor cocktail. SDS–polyacrylamide gel electrophoresis (PAGE) and Western blotting were carried out according to standard protocols. Antigen detection was performed using the antibodies listed in Table S4. Bound primary antibodies were detected with horseradish peroxidase–conjugated species-specific secondary antibodies (Cell Signaling Technology) using a Super Signal Pico system (Thermo Fisher Scientific, 34079). The immunoreactive bands were quantified using ImageJ, and the mean ratios of the indicated protein from three independent experiments are shown at the bottom of the figures.

## References

1. Sandell LL, Kurosaka H, and Trainor PA. Whole mount nuclear fluorescent imaging: convenient documentation of embryo morphology. *Genesis*. 2012;50(11):844-50.
2. Ishii M, Arias AC, Liu L, Chen YB, Bronner ME, and Maxson RE. A stable cranial neural crest cell line from mouse. *Stem Cells Dev*. 2012;21(17):3069-80.
3. Yang J, Kitami M, Pan H, Nakamura MT, Zhang H, Liu F, et al. Augmented BMP signaling commits cranial neural crest cells to a chondrogenic fate by suppressing autophagic beta-catenin degradation. *Sci Signal*. 2021;14(665).
4. Pfaltzgraff ER, Mundell NA, and Labosky PA. Isolation and culture of neural crest cells from embryonic murine neural tube. *J Vis Exp*. 2012(64):e4134.
5. Feoktistova M, Geserick P, and Leverkus M. Crystal Violet Assay for Determining Viability of Cultured Cells. *Cold Spring Harb Protoc*. 2016;2016(4):pdb prot087379.
6. Hayano S, Komatsu Y, Pan H, and Mishina Y. Augmented BMP signaling in the neural crest inhibits nasal cartilage morphogenesis by inducing p53-mediated apoptosis. *Development*. 2015;142(7):1357-67.
7. Zhang J, Nuebel E, Wisidagama DR, Setoguchi K, Hong JS, Van Horn CM, et al. Measuring energy metabolism in cultured cells, including human pluripotent stem cells and differentiated cells. *Nat Protoc*. 2012;7(6):1068-85.
8. He F, and Soriano P. A critical role for PDGFRalpha signaling in medial nasal process development. *PLoS Genet*. 2013;9(9):e1003851.

# Supplementary material for: A BMP-controlled metabolic/epigenetic signaling cascade directs midfacial morphogenesis
**Source:** J Clin Invest. 2024 Mar 11;134(8):e165787. doi: 10.1172/JCI165787

Full unedited blots for Figure 1H

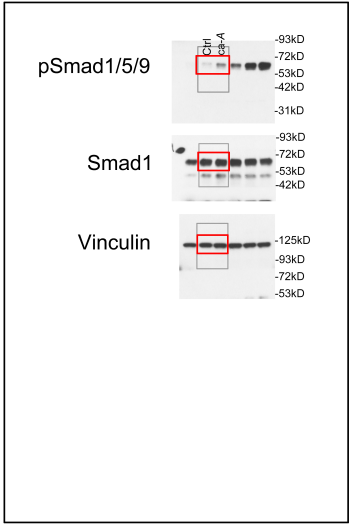

Full unedited blots for Figure 2F

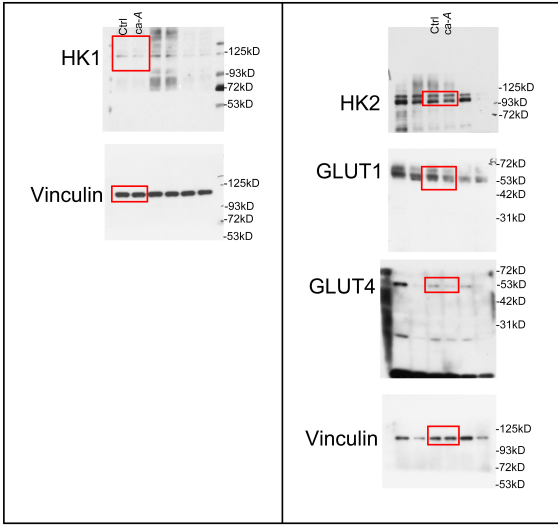

Full unedited blots for Figure 2G

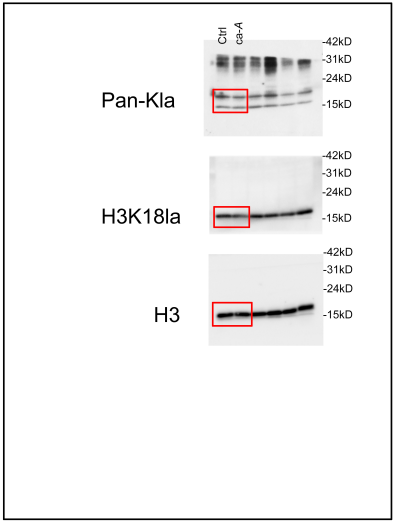

Full unedited blots for Figure 2I

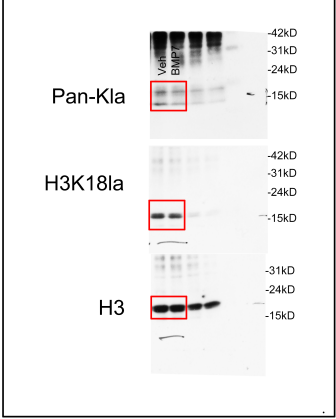

Full unedited blots for Figure 3A

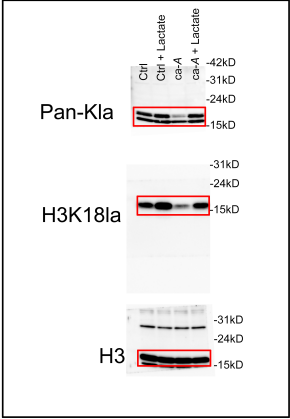

Full unedited blots for Figure 4B

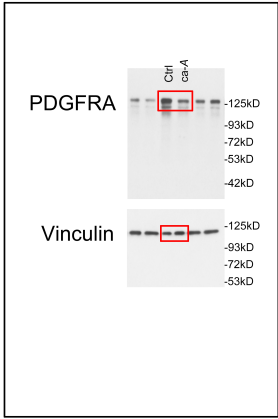

Full unedited blots for Figure 5F

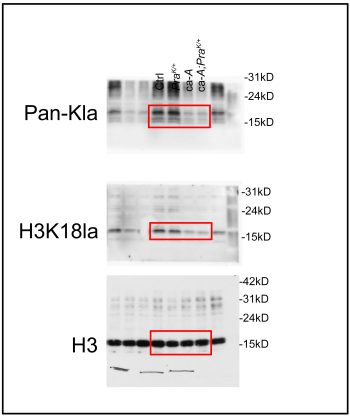

Full unedited blots for Figure S3D

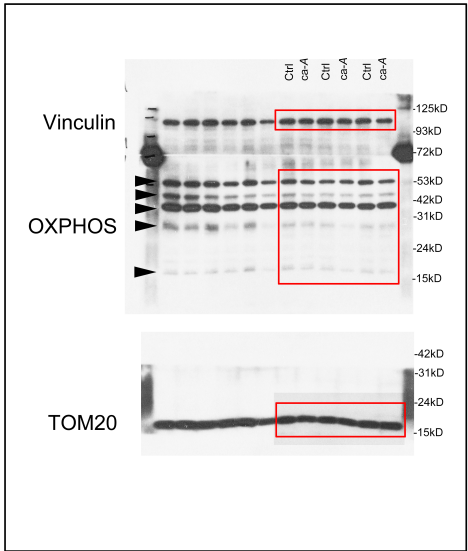

Full unedited blots for Figure S3L

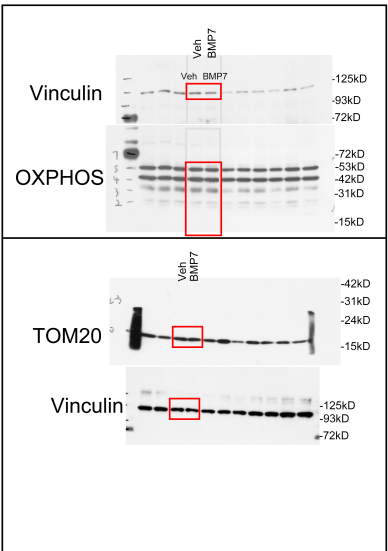

Full unedited blots for Figure S4A

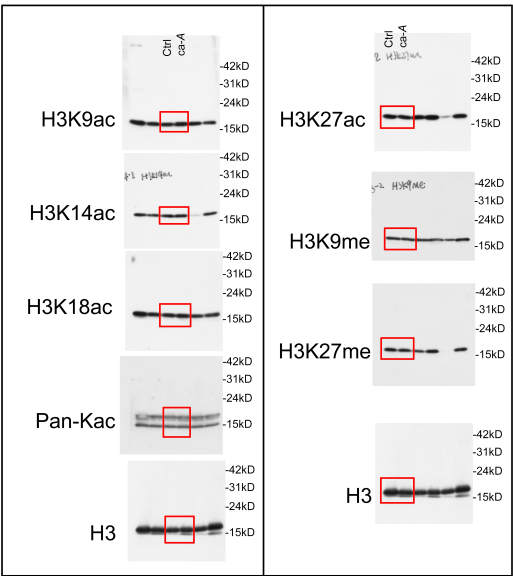

Full unedited blots for Figure S4E

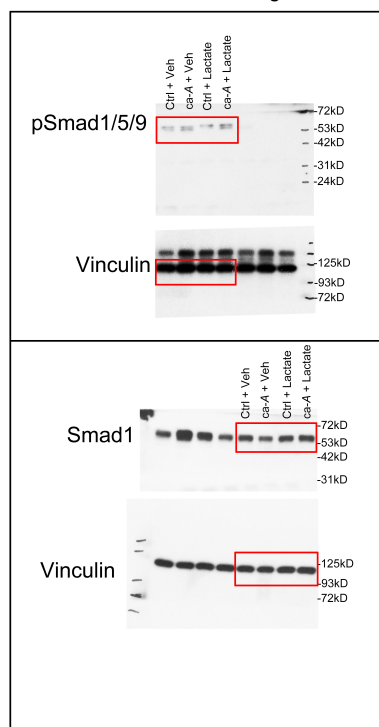

Full unedited blots for Figure S4F

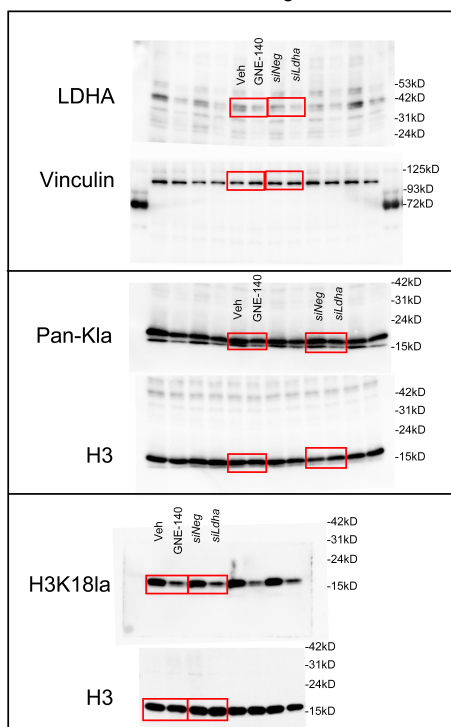

Full unedited blots for Figure S6A

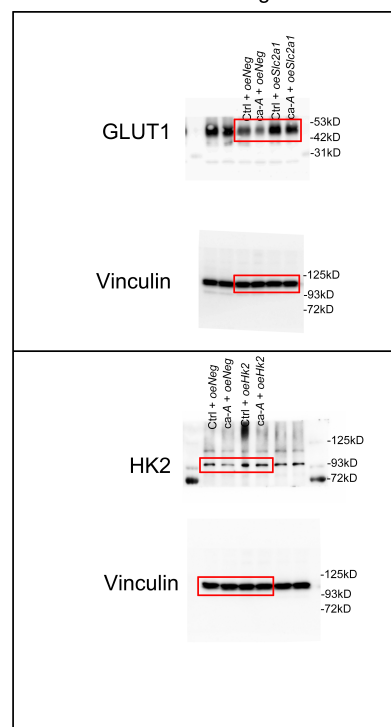

Full unedited blots for Figure S7D

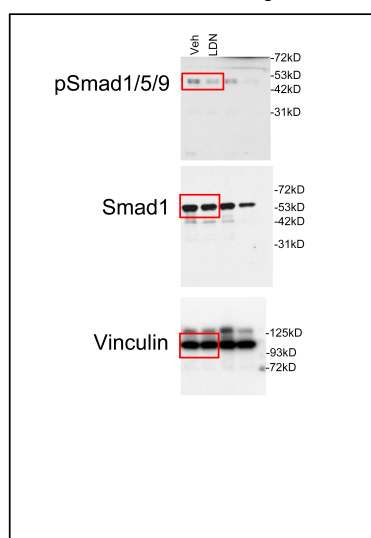

Full unedited blots for Figure S7F

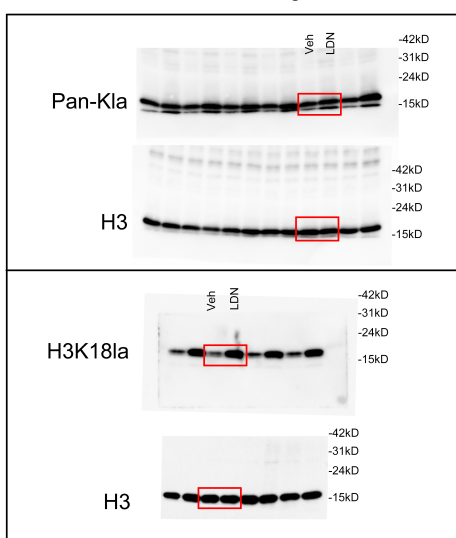

Full unedited blots for Figure S8G

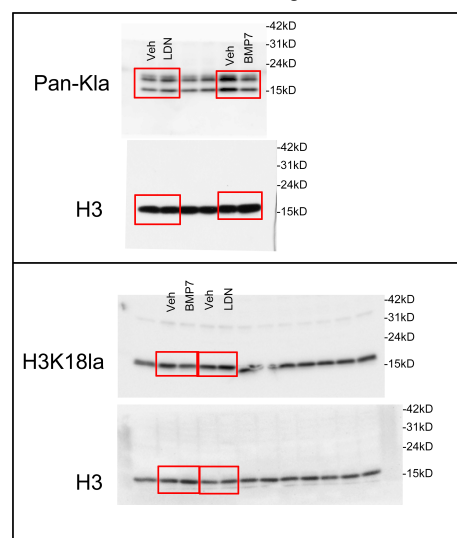

Full unedited blots for Figure S9B

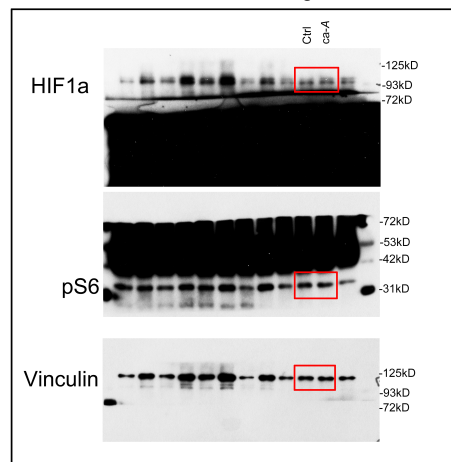

Full unedited blots for Figure S9C

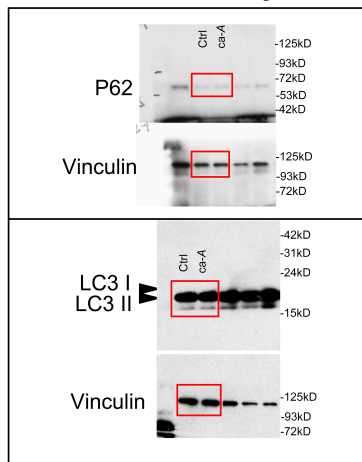

Full unedited blots for Figure S9D

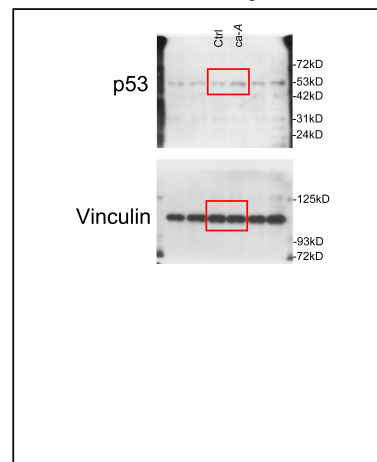

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

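Bulk RNA-Seq of E11.5 NP tissues was analyzed, with 2 libraries titled control and 2 titled ca-*Acvr1(A11)* mutant. The genotype entries of the same libraries give the groups the other way round, and the titles were used. The authors made the libraries with the QuantSeq 3′ kit and deposited a table of CPM values, which they had scaled to library totals before depositing it, for 13577 genes in 4 columns. The table also has 33470 empty lines. Each listed gene has at least 3 reads in total and a read in at least 2 libraries. The paper's text does not name the aligner, the annotation, the test or the threshold behind its lists of genes.

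The total of each library was found from the smallest step between its values, within a tolerance of 0.02 reads. The totals were 1956831 and 2252586 reads for control replicates 1 and 2 and 2408827 and 2137027 reads for ca-*Acvr1(A11)* replicates 1 and 2, and 1 read equals 0.511, 0.444, 0.415 and 0.468 CPM. Of the values in these libraries, 99.98%, 99.94%, 99.87% and 99.89% were whole reads, and 3, 8, 17 and 15 values were not. For each value that was not, a whole-read value with the same decimals was searched within 500 CPM. Tested on values moved by a known whole number of CPM, the search recovered 43 of 43 shifts, and of 43 values moved by a random amount 0 had a match. Among 1000 whole values searched the same way, 8 had a match. The replacement of 42 values was chosen after the values had been seen.

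A test for counts, edgeR's quasi-likelihood test, had been planned. Since the values are CPM and not all are whole reads, the main test became limma 3.58.1 on log2(CPM + 1) with a mean above 1 CPM (12462 genes), a mean-variance trend and Benjamini-Hochberg adjustment at 0.05, and edgeR 4.0.16 on the recovered reads was kept as an alternative. DESeq2 1.42.0 and limma-voom were also run on the recovered reads. In the recovered reads, a deposited value that is not whole was rounded to a whole number of reads. R was 4.3.3, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, matplotlib 3.10.9 and blastn 2.17.0. Replicates 1 and 2 correlated across genes with r = 0.976 in control and 0.978 in ca-*Acvr1(A11)* libraries, and differed by 4.49 and 3.50 times the variance of counting alone. Tested on simulated data with 200 changed genes and the dispersion of these libraries (0.0116), the main test called 147 (73.5%) and 8 unchanged genes. Of the 150 genes changed by at least 1 on the log2 scale it called 88.0%. edgeR called 74.5%, limma-voom 73.5% and DESeq2 57.0% of the 200. Every simulated gene had the same dispersion, and the changed genes were drawn from more abundant genes than the filter of the main test admits. These shares may therefore be more favorable than those of the real libraries.

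The genes named were those the paper names for expression in NP tissues, the 5 genes with the smallest p in each direction among those called with an absolute log2 fold change of at least 1 and separated groups, and the 3 members of each pathway list with the smallest p among the genes called. This rule, 17 gene lists and the alternatives other than edgeR's tests, TMM scaling, RLE scaling of the lists, the whole-read values and the omission of the 22 genes were set before the data were examined. The lists, written by hand, cover glycolysis, the tricarboxylic acid cycle, the pentose phosphate pathway, oxidative phosphorylation, p53 targets, BMP targets, PI3K/AKT, focal adhesion, MAPK, proliferation, and markers of epithelium, neural tissue, erythroid cells, endothelium, macrophages, muscle and mesenchyme from cranial neural crest cells. They were tested with limma's camera and fry, and 7 of them for their number of called genes with Fisher's exact test. The 831 Reactome sets come with fgsea 1.28.0.

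Coordinates are from GENCODE's mouse annotation of GRCm38, in which 99.3% of the symbols were found, 99.88% of these on the chromosome given in the table. The authors' build is not named in the paper's text. No library was left out of the main test, and 0 columns of values were unused. Each library was left out in turn for values without a test. Splits of the samples into other groups were not tested, since 2 libraries against 2 allow too few.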

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

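The tests of scaling and of depth were chosen after the results were seen, and the test of GC content before. Each result here is a signal in genes outside those the paper discusses. The directions would be the opposite if the genotype entries of the libraries, and not their titles, were right.

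The p53 target list had a median log2 fold change of 0.78 over 29 genes tested (adjusted p = 1.87e-12 from limma's camera, 0.0861 from limma's fry). With 2 genes near the floor of 3 reads set to their bound it was 0.68. Of the 29 genes 27 were higher, 10 were called, and none has values that are not whole reads. In another list there were 5 of them. The median lay between 0.67 and 0.79 over the alternatives and between 0.64 and 0.91 with each library left out. Among these genes *Cdkn1a* had a log2 fold change of 2.48 and *Ccng1*, from 42.6 ± 5.57 to 171 ± 28.5 CPM (SD, n = 2 each), of 1.98. *Eda2r* rose by 3.05 and *Zmat3*, from 47.6 ± 7.08 to 100.2 ± 11.9 CPM (SD, n = 2 each), by 1.06. *Arap2*, also among the 5 increases with the smallest p, rose by 1.93, from 8.17 ± 2.88 to 33.2 ± 1.24 CPM (SD, n = 2 each). Each of these 5 genes was called under every alternative that gives a test.

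Other scalings left the p53 median at 0.739 or higher, and removal of the trend with GC content left it at 0.754. Between ca-*Acvr1(A11)* replicate 2 and control replicate 2, where the ca-*Acvr1(A11)* library has fewer reads, it was 0.683. These values argue against scaling, GC content and depth as the whole cause. A higher activity of p53 in the ca-*Acvr1(A11)* tissue, which the paper proposes from other experiments, may underlie the increase and was not tested here by another measure. The paper reports more p53 protein without an obvious change of *Trp53* mRNA, and *Trp53* here had a log2 fold change of −0.32 (adjusted p = 0.701 from limma). Handling of the embryos and the dissection were not tested.

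The epithelium marker list had a median log2 fold change of 0.51, with 17 of 20 genes higher (adjusted p = 2.79e-05 from limma's camera, 0.0861 from limma's fry), and 1 of its genes is in another list. *Cdh1* was called with a log2 fold change of 0.78 (adjusted p = 0.0145 from limma, from 0.000415 to 0.184 over the alternatives) and *Epcam* with 0.72 (adjusted p = 0.0264 from limma, from 0.00245 to 0.337). The neural marker list had a median of 0.34, with 20 of 22 genes higher (adjusted p = 0.000649 from limma's camera, 0.0861 from limma's fry), and none of its genes was called. *Sox2*, its most abundant gene, was at 455 and 429 CPM in control and 616 and 633 CPM in ca-*Acvr1(A11)* libraries. The macrophage marker list had a median of 0.58, with 9 of 9 genes higher (adjusted p = 0.000993 from limma's camera, 0.162 from limma's fry), 2 of them near the floor. *Mrc1*, at 4.60 and 7.55 CPM in control and 14.9 and 18.2 CPM in ca-*Acvr1(A11)* libraries, was called (adjusted p = 0.0411 from limma, from 0.00402 to 0.927 over the alternatives). Without ca-*Acvr1(A11)* replicate 1 the macrophage median was 1.11. Whether the tissue dissected differed between the groups was not tested for these 3 lists, and no biological explanation was tested.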

How the results depend on the processing

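edgeR's tests on the recovered reads, TMM scaling, RLE scaling of the lists, the nearest whole-read values and the omission of the 22 genes with values that are not whole reads were chosen after the data had been seen, and the other settings earlier. Scalings and filters planned for counts were run on the CPM values. Total library size is the scaling of the deposited CPM and so the main setting. For 2 libraries against 2, leaving out 1 library gives values without a test.

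The counts of genes higher and lower were 38 and 74 in the main setting. They were 8 and 31 with DESeq2, 676 and 514 at an unadjusted p under 0.05, 17 and 44 with an absolute log2 fold change of at least 1 in addition to the adjusted p, and 175 and 116 with it in addition to the unadjusted p. With edgeR's quasi-likelihood test they were 481 and 534 at an unadjusted p under 0.05, and 61 and 122 at an adjusted p under 0.1. With an absolute log2 fold change of at least 1, 19 genes were higher at an adjusted and 97 at an unadjusted p under 0.05. edgeR's exact test gave 112 lower, and 24 higher with an absolute log2 fold change of at least 1. With the replicate number as a block the counts were 97 and 132 with limma and 87 and 150 with edgeR, and the replicate numbers do not pair the libraries, since the 2 pairs correlated with 0.0671 in their differences. The counts stayed within 1.5 times of the main counts with an adjusted p under 0.1 in limma, with a pseudocount of 0.1, without a filter, with at least 10 reads in every library, with RLE, upper quartile or TMM scaling, with limma-voom, with edgeR at an adjusted p under 0.05, with the nearest whole-read values (limma and edgeR) and without the 22 genes. The cause of these changes was not tested, apart from the thresholds, whose own construction sets them.

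Of the Figure 4A genes 5 were called, against 3 with DESeq2 and 10 at an unadjusted p under 0.05. In the pathway lists 17 different genes were called, against 9 with DESeq2 and 68 at an unadjusted p under 0.05.

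Log2 fold changes reversed under the nearest whole-read values for *Gli3* (−0.028), *Gli1* (−0.51), *Ptch1* (−0.66), *Kif3a* (0.10), *Shh* (0.68), *Slc2a1* (0.52), *Pkm* (0.058), *Hk2* (0.69), *Aldoa* (0.30) and *Aldoc* (1.06). edgeR on these values gave −0.039 for *Gli3*, 0.076 for *Kif3a*, 0.72 for *Shh*, 0.49 for *Slc2a1*, 0.027 for *Pkm*, 0.65 for *Hk2*, which was called higher, and 0.28 for *Aldoa*. The replaced values are the cause by construction. *Bmp7*, at 0.02 in the main setting, reversed to −0.012 with DESeq2, −0.0086 with RLE, −0.0095 with TMM and −0.020 with upper quartile scaling, −0.0043 with limma-voom, −0.0022 with edgeR's quasi-likelihood test, −0.0024 with its exact test and −0.0025 with the nearest whole-read values in edgeR. The median of the focal adhesion list reversed to −0.013 with RLE, −0.013 with TMM and −0.024 with upper quartile scaling and to −0.011 with at least 10 reads in every library, and that of the tricarboxylic acid cycle list to −0.0022 with upper quartile scaling. These medians lie near 0, and the cause was not tested.

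*Thbs1* was no longer called with a pseudocount of 0.1 (−1.17) or with DESeq2 (−1.20). The glycolysis list was no longer called under fry (median 0.058), with the nearest whole-read values (0.20), without the 22 genes (0.17) or with at least 10 reads in every library (0.11), and its median ranged from −0.328 to 0.038 over the 4 fits that each left out 1 replicate. *Pdgfra* and *Pdgfrb* kept their direction and their call under the alternatives that give a test, from −2.72 to −1.45 and from −1.64 to −1.01. Over the 4 fits that each left out 1 replicate, which give no test, they ranged from −2.81 to −2.40 and from −1.80 to −1.31.

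Among the other results, DESeq2 took 7 genes off the threshold, a pseudocount of 0.1 took 2, and at least 10 reads in every library, limma-voom and the nearest whole-read values took 1 each. The replicate block, edgeR with the block and edgeR's exact test each brought 1 gene, *Sox10*, past it. The replicate block in limma called 1 gene each in the tricarboxylic acid cycle, pentose phosphate and oxidative phosphorylation lists, and edgeR with the block called 1 each in the first and last of these. Under fry in the main setting 6 other lists no longer passed. With between 1956831 and 2408827 reads per library, changes of genes near 1 CPM cannot be resolved.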

Differences from the paper's values

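The paper reports 131 genes higher and 410 lower in ca-*Acvr1(A11)* NP tissues, and 38 and 74 were found here. Of the alternatives set before the data were examined, the number of higher genes came within 1.5 times of the paper's 131 with the replicate block (97) and at an unadjusted p under 0.05 with an absolute log2 fold change of at least 1 (175), and the number of lower genes came within 1.5 times of the paper's 410 at an unadjusted p under 0.05 (514). The others did not, and none came within it for both. Among alternatives chosen after the values had been seen, edgeR's quasi-likelihood test at an unadjusted p under 0.05 gave 534 lower, and with an absolute log2 fold change of at least 1 in addition it gave 97 higher.

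The paper ranks metabolic pathways among the most affected and gives PI3K/AKT, focal adhesion and MAPK as others. Here the Reactome set Metabolism held 9 called genes against 9.57 expected, and ranked 5 by number. At an unadjusted p under 0.05 it held 106 against 102 expected and ranked 2. Under the nearest whole-read values, chosen after the values had been seen, it held 4 against 8.72 expected and ranked 52. Of the 7 settings run for the pathway lists, the MAPK list passed the threshold only with DESeq2 (3 genes, adjusted p = 0.0485 from Fisher's exact test; 0.227 in the main setting). The paper describes glycolytic genes as reduced, which held for *Slc2a1*, *Hk2*, *Aldoa*, *Pkm* and *Slc2a4* as deposited. With the nearest whole-read values only *Slc2a4* among these 5 was lower, with a log2 fold change of −0.10. For *Tfap2a*, which the paper shows as higher, the log2 fold change was −0.34 (adjusted p = 0.731 from limma).

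The paper's legend gives 3 samples per group, and 2 per group were analyzed here.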

Other observations

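The tests of the values that are not whole reads, of scaling, of the cell type lists, of the exchanged titles and of the sex-linked genes were chosen after the results were seen. The tests of GC content and of copies of *Gapdh* were set before their results.

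The 43 values that are not whole reads lie in 22 genes, of which 20 are among the 49 genes the paper names that are listed (Fisher's exact test, two-sided, p = 3.5e-49). The other 2 are *Ap2a2* and *Gckr*. A whole-read value a whole number of CPM away exists for all 43, where random decimals gave 2.51 on average and at most 7 in 1000 draws. For 1 of them, *Gckr* in control replicate 1, it lies at least 10 CPM away at a shift that is not a multiple of 10, a match that random decimals can give, and this value was left as deposited. The other 42 shifts, described next, run from 1 to 400 CPM. In control libraries 10 shifts were upward and 0 downward, and in ca-*Acvr1(A11)* libraries 13 were upward and 19 downward. In the 20 genes with a direction in Figure 4A, Supplemental Figure 3B or the Discussion, 40 of 40 shifts went toward that direction (20 of 20 genes, exact binomial test, two-sided, p = 1.9e-06). Values within the rounding of their printed decimals are counted as whole reads. Reads split between genes would place the values at simple fractions of a read more often than chance. Within 0.005 reads 0 values were at 1 of the 11 fractions with a denominator from 2 to 6, where 4.70 are expected by chance, and within 0.02 reads 20 were, where 19.1 are expected. Another total per library made at most 11 whole. A random spread over genes would not place 20 of 22 among the named genes. The values may have been changed by whole numbers of CPM after the CPM were calculated, since 42 lie at a shift under 10 CPM or at a multiple of 10 CPM. How and why was not tested, and nothing in the table tells the origin of the shifts.

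Supplemental Figure 3B shows qRT-PCR of NP tissues at E10.5, another assay and stage than these libraries at E11.5. Of its 10 genes tested, 7 have such values. As deposited 8 lay in the direction of the figure and 5 were called, and 7 had an unadjusted p under 0.05. With the nearest whole-read values 3 lay in that direction and 0 were called by limma. At an unadjusted p under 0.05 there were 4, *Slc2a1*, *Hk2*, *Aldoa* and *Aldoc*, each higher in ca-*Acvr1(A11)* libraries and so opposite to the figure. Adjusted over the list alone *Slc2a1* and *Hk2* passed, also opposite to it (adjusted p = 0.00886 and 0.00428 from limma). *Hk1* had a log2 fold change of 0.21 (adjusted p = 0.848 from limma) and *Pgm5* of −0.82 (adjusted p = 0.606). *Aldoc* went from −1.20 (adjusted p = 0.358 from limma) to 1.06. *Gapdh* was at 2.56 and 2.89 CPM in control and 0.415 and 0.468 CPM in ca-*Acvr1(A11)* libraries, the last 2 being 1 read each. The value of 2.89 CPM is not a whole number of reads, and its nearest whole-read value is 0.888 CPM. The log2 fold change was −1.37 as deposited and −0.85 with that value (adjusted p = 0.329 and 0.699 from limma). The 3′ end of *Gapdh* matches 90 other annotated genes, 86 of them pseudogenes, so its few reads may reflect reads that could not be assigned. *Pgk1* and *Pgam1* also had few reads, with means of 4.12 and 5.39 CPM, and 0 matches. Only the last 500 bases of 1 annotated transcript per gene were searched, against annotated transcripts and not the genome. Copies among those transcripts thus do not account for the few reads of these 2 genes, but other copies were not searched. Another reason stays open for *Gapdh* too.

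The mesenchyme marker list had a median log2 fold change of −0.90, with 19 of 21 genes lower and 13 called (adjusted p = 9.84e-16 from limma's camera, 0.0885 from limma's fry). In another list there were 4 of its genes, 6 are named in the paper and 1 has values that are not whole reads. Without the 22 genes the median was −0.84, and with each library left out it lay between −1.09 and −0.66. The median was −0.924 with the GC trend removed and −0.93 at the highest under other scalings, against GC content and scaling as the whole cause. If only the share of mesenchyme fell, other cell types would rise alike. The medians of 5 lists (epithelium, neural, endothelium, macrophage, erythroid) were 0.51, 0.34, −0.04, 0.58 and −0.16. They differed (permutation test, p = 0.0003, where the smallest p the permutations can give is 0.0001), in a test that treats genes as independent. Shares of other tissues may also have changed unequally, as through the dissection, so the test cannot exclude a change of tissue make-up. A dilution by a single factor would lower all members alike if each were expressed in mesenchyme alone, which was not tested. The log2 fold changes of 20 members ran from −1.42 to 0.165, around a weighted mean of −0.797, and varied beyond limma's standard errors (heterogeneity Q of 110, where a single factor would give about 19, its degrees of freedom). A change of gene expression within the mesenchyme may contribute and was not tested. The erythroid list had a median of −0.16 (adjusted p = 0.211 from limma's camera) and the endothelial list of −0.04 (adjusted p = 0.578), and neither had a called gene.

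The BMP target list had a median of −0.33, with 13 of 21 genes lower (adjusted p = 0.152 from limma's camera, 0.846 from limma's fry), and without control replicate 2 it was −0.03. *Id2* and *Id3* had log2 fold changes of −0.57 and −0.33, and *Nog* of 0.60 (adjusted p = 0.354 from limma). If the titles were exchanged, the genes of Figure 4A with whole-read values would lie opposite to the figure, and 10 of 11 lay in its direction, which argues against it. The genes of the figure were picked by the authors from these libraries and measured by qRT-PCR, so the test covers the naming of the groups only as far as those measurements go.

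The proliferation list had a median of −0.01 (adjusted p = 0.578 from limma's camera) and the muscle list of 0.12, or 0.00 with its genes near the floor at their bound (adjusted p = 0.578 from limma's camera). *Hif1a* had a log2 fold change of 0.06 (adjusted p = 0.943 from limma), *Sox9* of −0.29 (adjusted p = 0.476) and *Sox10* of −1.44 (adjusted p = 0.0926). *Sox10* passed the threshold with edgeR's exact test (adjusted p = 0.0328), the replicate block in limma (0.0252) and edgeR with the block (0.0241). It did not pass with edgeR's quasi-likelihood test without the block (0.0722).

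*Xist* was at 231 and 178 CPM in control and 298 and 287 CPM in ca-*Acvr1(A11)* libraries, and the Y-linked *Ddx3y* at 39.9 and 47.1 CPM and at 29.9 and 49.1 CPM. Reads exchanged between libraries would level all genes, and the highest control value of *Eda2r* was 13.3% of its lowest ca-*Acvr1(A11)* value, where the lowest value of *Ddx3y* was 60.8% of its highest. Embryos of both sexes may have been pooled in each library, since the lowest value of *Ddx3y* was 29.9 CPM.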
